# Transcriptome Analysis of Three Sheep Intestinal Regions reveals Key Pathways and Hub Regulatory Genes of Large Intestinal Lipid Metabolism

**DOI:** 10.1038/s41598-017-05551-2

**Published:** 2017-07-13

**Authors:** Tianle Chao, Guizhi Wang, Zhibin Ji, Zhaohua Liu, Lei Hou, Jin Wang, Jianmin Wang

## Abstract

The large intestine, also known as the hindgut, is an important part of the animal digestive system. Recent studies on digestive system development in ruminants have focused on the rumen and the small intestine, but the molecular mechanisms underlying sheep large intestine metabolism remain poorly understood. To identify genes related to intestinal metabolism and to reveal molecular regulation mechanisms, we sequenced and compared the transcriptomes of mucosal epithelial tissues among the cecum, proximal colon and duodenum. A total of 4,221 transcripts from 3,254 genes were identified as differentially expressed transcripts. Between the large intestine and duodenum, differentially expressed transcripts were found to be significantly enriched in 6 metabolism-related pathways, among which PPAR signaling was identified as a key pathway. Three genes, *CPT1A*, *LPL* and *PCK1*, were identified as higher expression hub genes in the large intestine. Between the cecum and colon, differentially expressed transcripts were significantly enriched in 5 lipid metabolism related pathways, and *CEPT1* and *MBOAT1* were identified as hub genes. This study provides important information regarding the molecular mechanisms of intestinal metabolism in sheep and may provide a basis for further study.

## Introduction

Although the contribution of the large intestine to the total-tract nutrient digestion is substantially less than that of the rumen, large intestine metabolism affects animal production and health^1^. To date, experimental studies on large intestine metabolism in sheep have focused on the cecum and colon. The cecum and the proximal colon are the main fermentation regions of the sheep large intestine and are responsible for controlling the passage of chyme^2, 3^. The total amount of chyme in the large intestines of sheep ranges from 700 to 1,200 g, an amount is equivalent to 15 to 26% of the total rumen contents^4^. Several studies on sheep and cattle have reported that the retention time of chyme in the large intestine is shorter than that in the rumen^4–6^. However, the segment of the large intestine is narrow and long, and its absorption capacity per unit volume may exceed that of the other intestinal regions^7^.

Several studies have reported that in the rumen and large intestine, carbohydrates are fermented into volatile short-chain fatty acids (SCFAs) and gas at similar rates^8, 9^. The large intestine accounts for 8 to 17% of the total SCFAs absorbed from the digestive tract of ruminants^4, 8^, and these fatty acids supply 5% of the digestible energy intake^10^ and 10% of the total-tract gross energy usage in sheep^11^. Cecal chyme has been reported to have strong proteolysis, deaminase and urease activity. Indeed, the ratio of isobutyric acid to isovaleric acid in the cecum is often higher than that in the rumen^12, 13^. Additionally, diaminopimelate and muramic acid can be decomposed in the large intestine, whereas they remain undigested in the small intestine^14^. Overall, the large intestine plays an important role in the digestion and absorption of starch, cellulose, nitrogenous compounds and fatty acids (mainly SCFAs) in sheep, thus making its study important for understanding metabolic mechanisms at the transcriptomic level.

Recently, several studies have reported the successful transcriptome sequencing of multiple tissues in sheep brain^15^, uterus^16^, skeletal muscle^17–19^, mammary gland^20^, milk^21^, rumen^22^, and skin^23^ tissues. To the best of our knowledge, only two transcriptomic studies on sheep have recently been conducted on large intestine metabolism. Analyzing the reference sheep genome and transcriptomes from 40 different tissues, Jiang *et al*. have reported genes involved in lipid metabolism that exhibit increased and/or altered tissue expression patterns^24^. Using transcriptome data sequenced by Jiang *et al*.^24^, Xiang *et al*. have analyzed and reported gene expression profiles for the sheep gastrointestinal tract^25^. Both studies focused on rumen metabolism and analyzed large intestine tissues for comparison.

Accordingly, to improve understanding of the regulatory mechanisms of sheep large intestine metabolism, we performed a transcriptome sequencing analysis of intestinal mucosal epithelial tissues from small-tailed Han sheep (SH). Mucosal epithelial tissues from the cecum, proximal colon and duodenum were selected for RNA extraction and sequencing. In addition, the transcriptome data for three Texel sheep intestine tissues sequenced by Jiang *et al*.^24^ were also utilized to further dissect the details of gene expression in this study. This study significantly advances knowledge regarding sheep intestinal gene expression. Our study also provides new insights into the potential molecular mechanisms involved in regulation of sheep intestinal metabolism.

## Results

### Summary statistics for the sequencing data

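Total RNA of the mucosal epithelium of the duodenum, cecum and proximal colon was sequenced as 1 pooled library per region. The tissue came from 3 small-tailed Han ewes aged 11 months, and the reads were 100 bp long. The 3 libraries have no replicates, so any difference between regions below has no replicate check, and an interval given with a value covers only the sampling of reads. The Texel libraries of the study are not in the files analysed here. For each region the authors deposited the exons of each annotated transcript, with the number of reads on the exon, its RPKM (reads of the exon scaled by its length and by the read total of the library) and the percent of its length covered. The read numbers are estimates: 87.8% of the exon rows of the duodenum, 88.3% of those of the cecum and 88.3% of those of the colon are not whole numbers. Exons with less than 1 read in a region are absent from its file. The files give start and end positions without chromosomes, gene names or a genome build, and they use an earlier transcript annotation than the supplementary datasets, so a gene is named below only where Supplementary Table 2 or Supplementary Dataset 1 pairs its transcript with a symbol.
The read total that scales the RPKM was 71.1% of the paper's clean reads in the duodenum, 68.9% in the cecum and 74.3% in the colon. Summed over distinct exons, 68649323 reads lie on exons in the duodenum, 64368455 in the cecum and 74984599 in the colon. These sums are 1.351, 1.39 and 1.393 times the scaling totals, and the files do not state how a read that spans several exons was counted. With this depth the smallest share that 3 reads can show is 5.90e-06% of the scaling total in the duodenum, 6.48e-06% in the cecum and 5.57e-06% in the colon. Transcripts that share an exon with the same position and the same reads in all 3 regions were joined into a gene locus, a construction chosen after the files were seen. The RPKM of a locus was its summed reads divided by the summed length of its exons and by the scaling total of the region. Where a value of 0 had to be placed on a log scale it was replaced by 0.001, the value used in Supplementary Dataset 1. For a transcript named by the paper, the exons of that transcript alone were used.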

In this research, pooled samples from three small-tailed Han sheep (SH) intestine regions (duodenum, cecum and colon) were sequenced. A total of 212,637,096 raw sequencing reads with a length of 100 bp were obtained from the transcriptome sequencing results of the three libraries. Among them, 1,577,572 reads were removed in the quality filtering step. A total of 211,059,524 clean reads were retained for mapping and transcriptome assembly. In addition, another 317,229,652 clean reads were obtained from the downloaded Texel sheep intestinal transcriptome sequencing data (ENA study accession PRJEB6169). 

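The paper's clean reads of Table 1 are 71473808 for the duodenum, 67173384 for the cecum and 72412332 for the colon. The read total that scales the RPKM values was 71.1%, 68.9% and 74.3% of these. The files do not say which mapping step the total counts. In the duodenum 828519 exon rows of 79016 transcripts held reads, in the cecum 827390 rows of 78523 transcripts, and in the colon 838819 rows of 79450 transcripts. The 10 loci with the most reads took 6.49% of the exon reads in the duodenum, 4.7% in the cecum and 10.43% in the colon. The largest single share was that of trefoil factor 2 (TFF2, XM_004003362.2) in the colon, 6.03% of the exon reads (95% Wilson interval 6.022% to 6.033%, no replicates). In the duodenum and the cecum the largest share belonged to the locus of XM_012135596.1, with 3.4% (3.397% to 3.406%) and 2.01% (2.005% to 2.012%). Rescaling the regions by the median ratio over loci with RPKM of at least 1 in every region used factors near 1. They were 1.0 for the duodenum, 1.03 for the cecum and 0.972 for the colon. The rescaling still moved the numbers of differing loci between cecum and colon given below. The 477 loci higher in the cecum became 376, and the 496 higher in the colon became 578.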

As shown in Table 1, more than 70% of the clean reads mapped to the sheep reference genome (SH duodenum 71.50%, SH cecum 71.85%, SH colon 71.99%, Texel duodenum 70.65%, Texel cecum 70.89%, Texel colon 71.02%), and nearly 60% mapped to the reference genes (SH duodenum 58.74%, SH cecum 59.07%, SH colon 61.41%, Texel duodenum 58.17%, Texel cecum 58.35%, Texel colon 60.01%). 

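The files hold 83089 transcripts with reads in at least 1 of the 3 small-tailed Han libraries, with 314983 distinct exons. Joined by shared exons, these transcripts formed 28601 gene loci. Reads were present at 26163 loci in the duodenum, 25872 in the cecum and 26379 in the colon (no replicates). The definition of an expressed locus moved these counts most: with RPKM of at least 0.1 required, 21187, 21096 and 21349 loci remained.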

After transcript assembling and gene locus classification, the reference gene mapped reads were annotated into 38,934 transcripts associated with 21,174 reference genes. 

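Of the 28601 gene loci in the files, 12505 held 1 transcript and 16096 held 2 or more, with up to 53 transcripts in a locus. All transcripts with reads on any of their exons are counted here, because exons shared by several transcripts carry the same reads for each of them. The counts therefore do not separate a transcript that is expressed from one that only shares exons with it. Transcripts of the same gene without a shared exon fall in separate loci, as those of HOXA10 do. A locus is therefore not always a whole gene, and these numbers are not counts of genes.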

Among them, 14,102 genes were detected with only one transcript expression, whereas the other 6,857 genes had two or more transcripts (up to 31).

**Table 1:** A summary of the sequencing read alignments to the sheep reference genome and genes.

Intestinal Region	Clean reads	Genome map Rate (%)	Gene map Rate (%)	Expressed Genes	Expressed Transcripts
SH Duodenum	71,473,808	71.50	58.74	19,237	30,612
SH Cecum	67,173,384	71.85	59.07	19,059	30,397
SH Colon	72,412,332	71.99	61.41	19,274	31,023
Texel Duodenum	96,591,908	70.65	58.17	19,290	31,517
Texel Cecum	149,878,848	70.89	58.35	19,585	32,988
Texel Colon	70,758,896	71.02	60.01	18,912	30,738

According to the FPKM values, the mapped transcripts were divided into four groups: an ultra-low expression group (<1 FPKM), a low expression group (≥1 FPKM to 10 FPKM), a moderate expression group (≥10 FPKM to 500 FPKM) and a high expression group (≥500 FPKM). 

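The same limits were applied to the RPKM of the gene loci. In the duodenum the high, moderate, low and ultra-low groups held 171, 6305, 8598 and 11089 loci. The cecum had 188, 6438, 8720 and 10526 loci in these groups, and the colon 145, 6246, 8816 and 11172 (no replicates). Counted by transcript, the groups held 316, 24083, 29745 and 24872 transcripts in the duodenum. In the cecum they held 350, 24884, 30126 and 23163, and in the colon 285, 24122, 30535 and 24508. Taking the highest exon of a locus in place of the mean over its exons raised the high group to 388 loci in the duodenum, 396 in the cecum and 349 in the colon, the largest change in relative terms among the alternatives.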

More than one-quarter of these transcripts showed ultra-low expression in all 6 samples (<1 FPKM), whereas others showed expression ≥ 1 FPKM in at least one sample (Table 2). 

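In the 3 small-tailed Han libraries 24778 transcripts, or 29.8% of those in the files, had RPKM below 1 in every region. By gene locus the number was 12228, or 42.8%. Each of these values comes from 1 pooled library per region.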

To ensure the accuracy of further analysis, an FPKM score of 1.0 in at least one sample was chosen as a minimum expression cutoff for the transcripts. At this setting, 27,591 transcripts from 16201 gene loci were subjected to differential expression analysis.

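With RPKM of at least 1 in at least one of the 3 small-tailed Han libraries, 58311 transcripts passed the cutoff. At the level of gene loci 16373 passed it, and these entered the comparisons between regions. Raising the cutoff to RPKM of at least 10 left 7445 loci.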

**Table 2:** Transcript expression profiles from three intestinal regions.

	SH Duodenum	SH Cecum	SH Colon	Texel Duodenum	Texel Cecum	Texel Colon
Highly expressed transcripts (≥500 FPKM)	171	180	161	173	174	202
Medium expressed transcripts (≥10 FPKM to 500 FPKM)	6,810	6,863	6,643	6,852	7,001	6,836
Lowly expressed transcripts (≥1 FPKM to 10 FPKM)	11,579	11,758	11,889	14,698	15,123	14,069
Ultra lowly expressed transcripts (<1 FPKM)	12,052	11,596	12,330	9,794	10,690	9,631

To check the batch effect between two biological replicates, we performed principal components analysis according to their transcript expression data. 

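Across the 16373 gene loci with RPKM of at least 1 in a region, Pearson's r of the original RPKM values was 0.816 between duodenum and cecum. It was 0.172 between duodenum and colon and 0.262 between cecum and colon. These are correlations across genes within single libraries, and genes are not independent replicates. TFF2 had an RPKM of 1470 in the duodenum, 2060 in the cecum and 127220 in the colon. Leaving out the 10 loci with the most reads changed the values most, to 0.861 between duodenum and cecum, 0.796 between duodenum and colon and 0.933 between cecum and colon.

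**Figure D1:**
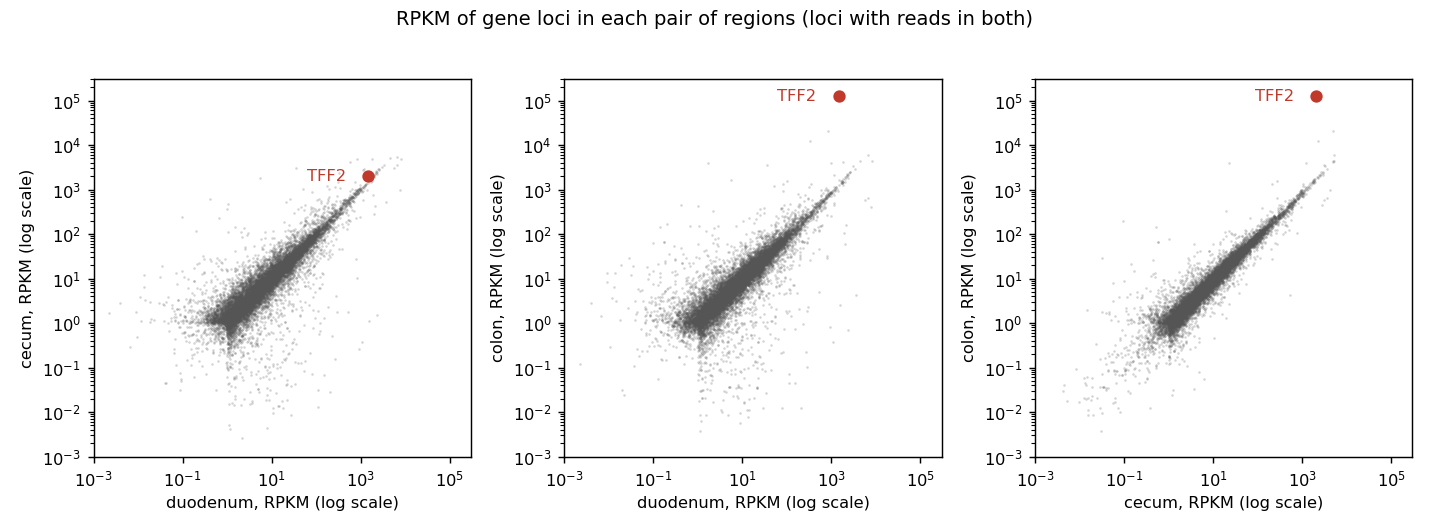
RPKM of gene loci in each pair of regions, on log axes, for loci with reads in both regions of the pair; each point is a locus and TFF2 is marked. TFF2 lies near the other loci for duodenum and cecum (1470 and 2060 RPKM) and far above them on the colon axis (127220 RPKM).

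In the paper's principal components of the original values the colon samples of both breeds formed one group and the other samples another.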

As shown in Supplementary Fig. 1A, colon samples were clustered as one group, while the other four samples were mixed into another group. To detect whether the data from two biological replicates are consistency on the transcript expression pattern level, the transcripts expression values were mean centered with Z-value, and a principal components analysis was performed with the Z-value data. As shown in Supplementary Fig. 1B, the 6 samples were divided into 3 groups according to their intestinal regions. 

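On a log scale and by rank, the cecum and the colon were the closest pair of the small-tailed Han libraries. Pearson's r of log2 RPKM across the 16373 loci was 0.923 between cecum and colon, 0.781 between duodenum and cecum and 0.778 between duodenum and colon. Spearman's rho was 0.965, 0.891 and 0.886 for the same pairs. No p-value is given, since genes are not replicates. The order of the pairs remained under each alternative. The largest shift came with RPKM of at least 10 in a region, where r of log2 RPKM was 0.928 between cecum and colon, 0.651 between duodenum and cecum and 0.63 between duodenum and colon. From the grouping of the samples by region after centering, the paper proposes that working with expression patterns should reduce the effect of confounding variables.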

This result suggests that performing analysis at the expression pattern level should be an effective way to reduce the impact caused by confounding variables. Therefore, differential expression analysis was performed on two biological replicates separately. The final differential expressed transcripts screening was performed by expression pattern analysis.

### Identification of Differentially Expressed Transcripts

To identify differentially expressed transcripts, a comparison among three intestine regions was separately performed in SH and Texel. 

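For the small-tailed Han libraries the comparison was made on gene loci. The reads of a locus, summed over its distinct exons and rounded, were compared between 2 regions with the Audic-Claverie test, the test named in the methods, and the p-values were adjusted by the Benjamini-Hochberg method. A locus was counted as differentially expressed at a false discovery rate below 0.001 and a fold change of at least 2 in RPKM. The test measures only the sampling of reads and not the variation between animals, since each region is 1 pooled library. On counts simulated with read sampling alone and 3-fold changes, 387 of 396 changes were recovered over 2 comparisons (97.7%), with 0 false calls in 3 comparisons. The same loci were changed in cecum and colon, so a locus can count in both comparisons. The simulation holds no variation between animals, so it checks the calculation and cannot show how many calls in these data are false.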

To maximize the accuracy and reliability, overlapping differentially expressed transcripts from each of the two biological replicates were used for subsequent analyses. As a result, 4,221 transcripts from 3,254 gene loci were identified as differentially expressed transcripts (Supplementary Dataset 1). 

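In the small-tailed Han libraries alone, 3831 gene loci passed the threshold in at least one of the 3 comparisons. Tested transcript by transcript, 13603 transcripts from 4375 loci passed it, where transcripts that share exons are not independent of each other. Of the 1137 rows of Supplementary Dataset 1 that could be read, 80 name a transcript that is also in the files. The direction of 183 of their 212 ratios between regions was the same in the exon RPKM as in the paper's FPKM of the small-tailed Han sheep (86.3%, 95% Wilson interval 81% to 90.3%). Of the other 29 ratios, 8 belong to transcripts that are the only one of their locus, although their gene can have further loci. The interval treats the ratios as independent, but a transcript gives up to 3 of them and some transcripts belong to the same gene. Both values come from the same 3 libraries, so the share compares ways of quantifying and is no replication. The identifiers of the 80 transcripts all begin with XR_, so they do not stand for the paper's list as a whole. The number of shared directions was lowest, at 179, with the highest exon and with rescaling without the 10 loci with the most reads.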

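Between cecum and duodenum 2918 gene loci passed fold change 2 and a false discovery rate of 0.001 in the small-tailed Han libraries, 1827 higher in the cecum and 1091 higher in the duodenum. Between colon and duodenum 2695 loci passed, 1497 higher in the colon and 1198 higher in the duodenum. The fewest, 973, passed between cecum and colon, 477 higher in the cecum and 496 higher in the colon. Each comparison covered 16373 loci, and none has a replicate check. The median log2 ratio over these loci was 0.045 for cecum over duodenum, -0.023 for colon over duodenum and 0.092 for cecum over colon.

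**Figure D2:**
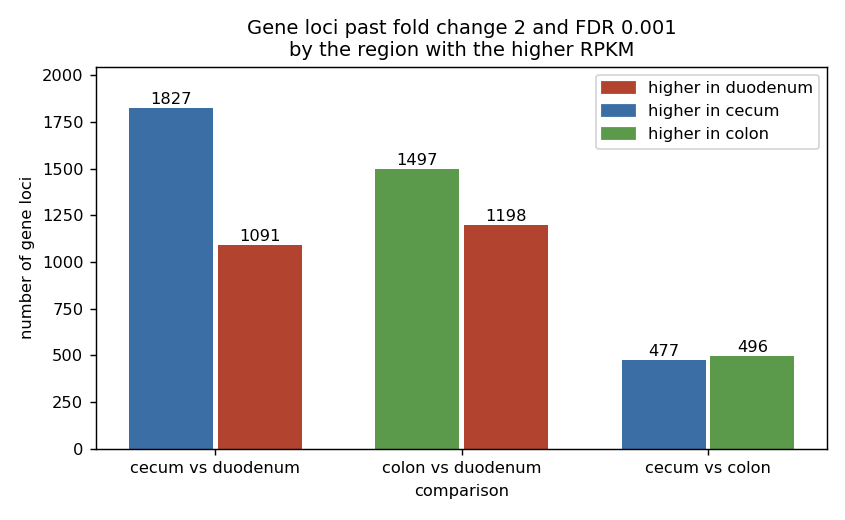
Number of gene loci past fold change 2 and a false discovery rate of 0.001 in each comparison of the 3 pooled libraries; each bar counts the loci with the higher RPKM in the region of its colour. Bars start at 0, and the comparison of cecum and colon (477 and 496 loci) holds fewer loci than the comparisons with the duodenum.

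Among loci with RPKM of at least 10 in a region, and the same direction in every exon with RPKM of at least 1, most of the largest ratios against the duodenum belonged to loci with 0 reads in one of the regions. This order largely follows from the value of 0.001 put in place of 0. With 1 added to every RPKM, the log2 ratio of cecum over duodenum of XM_012185302.1 fell from 17.633 to 7.674. The locus of XM_012185302.1 had no reads in the duodenum, 5253 in the cecum (203.3 RPKM) and 2928 in the colon (97.48 RPKM). The locus of XM_012100221.1 had no reads in the duodenum and 32333 in the colon (201.1 RPKM). In the other direction, the locus of XM_012172967.1 had 3077 reads in the duodenum (332.6 RPKM) and 0 in the cecum and the colon. The files give no name for these loci. Counting each transcript separately, an alternative added after the files were seen, raised the 3 counts most, to 10340, 9467 and 3321. With edgeR's exact test and an assumed biological coefficient of variation of 0.4, which stands in for the missing replicates, they fell to 326, 366 and 43. The larger direction then changed for both comparisons with the duodenum, with 125 loci higher in the cecum and 201 in the duodenum, and 152 higher in the colon and 214 in the duodenum. Between cecum and colon, 7 were higher in the cecum and 36 in the colon.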

The number of differentially expressed transcripts identified in each specific comparison is shown in Table 3.

**Table 3:** The number of differential expressed transcripts and genes identified across the different intestinal region comparisons.

	Differential Expressed Transcripts	Differential Expressed Genes
Duodenum VS Cecum	2,593	2,151
Duodenum VS Colon	2,549	2,102
Cecum VS Colon	1,362	1,165
Total	4,221	3,254

To validate the RNA-seq data, the expression of 12 differentially expressed transcripts, including 5 randomly selected transcripts and 7 differently expressed highest expression transcripts, were further analyzed with quantitative real-time-PCR (qRT-PCR). As shown in Supplementary Table 2, the expression profiles of all 12 transcripts were consistent with those from RNA-seq.

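Of the 12 transcripts of Supplementary Table 2, 10 are in the files, and REG4 and ADA are not. In 29 of 30 comparisons between regions the exon RPKM and the paper's mean qRT-PCR value had the same direction. The exception was LDHB (XM_004006792.2), with RPKM of 478.1 in the cecum and 419.1 in the colon. The paper's qRT-PCR means are 17.849 and 18.44 there and differ by less than their standard deviations of 2.744 and 1.615. Among the 29 shared directions, the means of TFF2 for cecum and duodenum (45.577 and 44.473) also differ by less than their standard deviations. The same holds for FABP1 between cecum and colon (5.753 and 5.751).
TFF2 had RPKM of 1470 in the duodenum, 2060 in the cecum and 127220 in the colon. Its log2 ratio of colon over duodenum was 6.435 (95% interval from read sampling 6.422 to 6.448, no replicates). SPINK4 (XM_004004147.2) rose from 843.5 in the duodenum to 4905 in the cecum and 21236.9 in the colon, with log2 ratios over the duodenum of 2.54 and 4.654. The transcript of LOC101103222 (XM_004006473.2) was highest in the cecum, at 4357 against 626.2 in the duodenum and 1026 in the colon. FABP1 (XM_004005898.2) was highest in the duodenum, at 7692 against 966.8 and 413.5, and LOC654331 (NM_001038014.1) fell from 3648 to 524.4 and 4.255. JCHAIN (XM_004009888.2) fell from 6626 to 3659 and 662.7, and LOC101107420 (XM_012153432.1) from 2665 to 362.6 and 77.83. ST6GALNAC6 (XM_012162335.1) had RPKM of 6.341, 198.3 and 300.1, LDHB 88.2, 478.1 and 419.1, and ASS1 (XM_004005582.2) 36.02, 139.2 and 437.6 in duodenum, cecum and colon. The locus of ST6GALNAC6 holds 13 transcripts that share exons, so its reads cannot be assigned to this transcript alone.

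**Figure D3:**
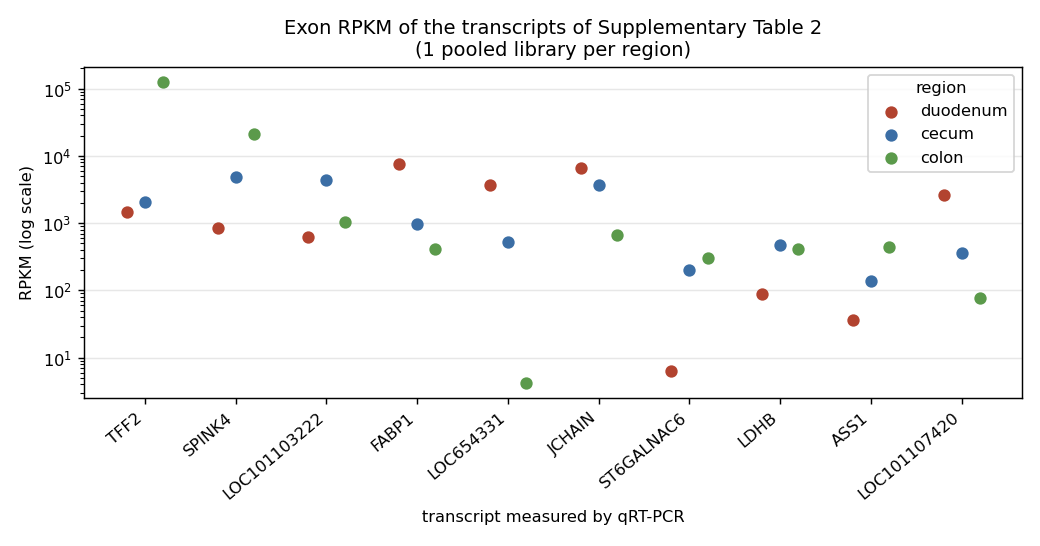
Exon RPKM, on a log axis, of the 10 transcripts of Supplementary Table 2 that are in the files; each point is 1 pooled library of the duodenum, cecum or colon. TFF2 reaches 127220 RPKM in the colon, and LOC654331 falls from 3648 RPKM in the duodenum to 4.255 in the colon.

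The number of shared directions was 29 under every alternative tried. Of the log2 ratios of these transcripts, that of LOC654331 for colon over duodenum moved furthest, from -9.744 to -10.327 with the median exon. The paper compares the profiles of its 12 transcripts between the methods and reads them as alike.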

However, since the differential expression analysis was applied to the two biological replicates separately, partial transcripts showed opposite expression pattern between two replicates. Moreover, the expression pattern of each transcript on three intestinal regions is still unknown. Therefore, to screen for the transcripts that meet our requirements, we performed hierarchical clustering on differentially expressed transcripts in subsequent analyzes.

### Functional enrichment analysis of differentially expressed transcripts between the duodenum and the large intestine

To further address the functions of transcripts that were differentially expressed between the duodenum and the large intestine, transcripts were clustered into 12 groups on the basis of their expression levels (Fig. 1). Many differentially expressed transcripts exhibited similar expression patterns. In groups 4, 8, and 12, transcripts were predominately higher expressed in one specific tissue (the colon, cecum and duodenum, respectively). 

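In the small-tailed Han libraries 316 gene loci passed the threshold as higher in the colon than in both other regions, and 272 as higher in the cecum than in both. In the duodenum 854 loci were higher than in both regions of the large intestine (no replicates). These counts apply the pairwise threshold to 1 breed, where Fig. 1 clusters transcripts of both breeds. Without any threshold, the highest of the 3 RPKM values lay in the duodenum for 6311 loci (38.5%), in the cecum for 6204 (37.9%) and in the colon for 3858 (23.6%). These shares depend on how the libraries are scaled, and no rescaled shares are given. Median-ratio rescaling moved the median log2 ratio of cecum over colon from 0.092 to 0.007. The edgeR test with an assumed coefficient of variation of 0.4 gave 20 loci for the colon, 4 for the cecum and 176 for the duodenum, the lowest counts of any alternative. The paper assigns these one-region patterns to groups 4, 8 and 12.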

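Both large intestine regions exceeded the duodenum at 1034 gene loci, which passed fold change 2 and a false discovery rate of 0.001 for cecum and for colon (no replicates). The locus of XM_012185302.1, with 0 reads in the duodenum, 5253 in the cecum and 2928 in the colon, had the largest ratio of cecum over duodenum among the loci selected by the rule for named genes. Of the alternatives, the edgeR test at a coefficient of variation of 0.4 lowered the count furthest, to 90, and counting each transcript separately, added after the files were seen, raised it to 3737.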

In group 6, a large number of transcripts were higher expressed in both the cecum and colon. 

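The opposite patterns, with one large intestine region below the rest, were less frequent in the small-tailed Han libraries at fold change 2 and a false discovery rate of 0.001. At 148 gene loci the cecum was lower than both the duodenum and the colon, and at 131 the colon was lower than both the duodenum and the cecum (no replicates). With the edgeR test and an assumed coefficient of variation of 0.4, the counts were only 6 and 3. For the cecum the order then turned, with 6 loci lower against 4 higher than both other regions. A fold change of 4 turned it too, with 54 against 40. For the colon it did not turn, with 3 against 20 and 31 against 126.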

In group 9, a group of transcripts was higher expressed in the duodenum and colon, whereas the transcripts in group 11 were higher expressed in the duodenum and cecum. In groups 1, 2, 3, 5, 7 and 10, transcripts showed different expression patterns between SH and Texel. Given our goal of studying the difference between the duodenum and large intestine, groups 6 and 12 were used in further analyses.

**Figure 1:**
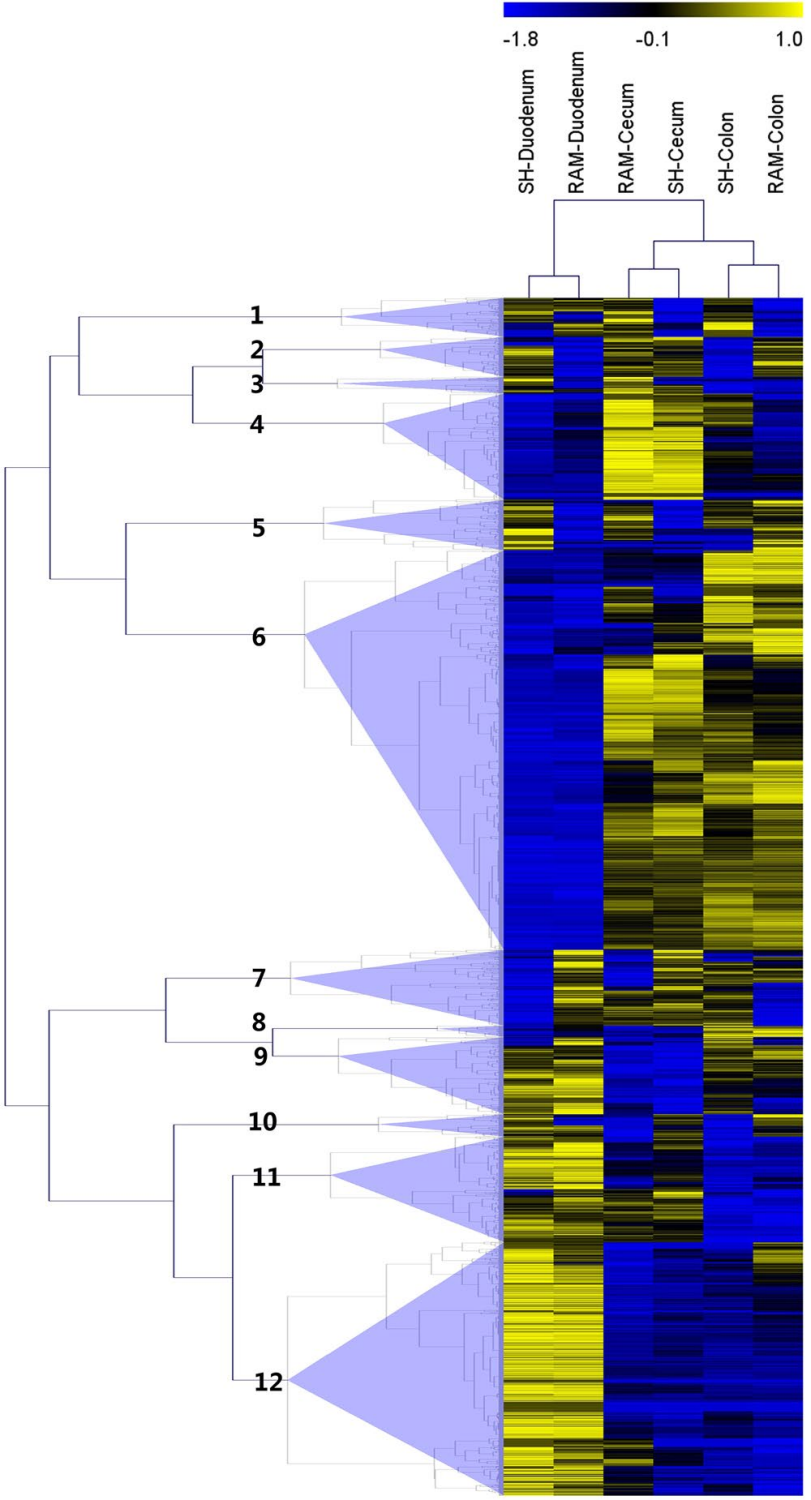
Clustered heat map showing the expression patterns of transcripts differentially expressed between the duodenum and the large intestine.

On the basis of the expression profile cluster, differentially expressed transcripts were classified into different GO terms. As a result, the differentially expressed transcripts were associated with 157 GO terms, among which 6 terms were significantly enriched (Supplementary Dataset 2). Notably, two significantly enriched biological processes were associated with lipid metabolism: these processes were cholesterol homeostasis and fatty acid beta-oxidation.

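The transcripts that Supplementary Dataset 2 lists for the 2 processes were looked up in the files. For cholesterol homeostasis 21 of 26 listed transcripts were present. Of these, which come from 18 loci, 8 had higher RPKM in both large intestine regions than in the duodenum and 12 had higher RPKM in the duodenum than in both. Among the 8, XM_012186867.1, XM_012186871.1 and XM_012186872.1 had nearly the same reads and are not separate evidence. Their log2 ratios of cecum over duodenum were only 0.036, 0.068 and 0.061. Past the threshold in both comparisons were 3 higher in the large intestine and 11 higher in the duodenum. The transcript XM_004016047.2 had 308.2 RPKM in the duodenum, 0.1974 in the cecum and 0.2717 in the colon, from 25708, 15 and 24 reads. In the other direction, XM_004003360.2 had 1.872, 5.321 and 5.373 RPKM (false discovery rate 8.73e-67 and 8.87e-73 by the Audic-Claverie test, no replicates). For fatty acid beta-oxidation 6 of 15 listed transcripts were present, and all 6 were higher in the duodenum. The median log2 ratio of these 6 was -2.073 for cecum and -2.121 for colon over duodenum. Because the lists hold transcripts that the paper had already called different between the regions, their directions are partly fixed by that choice. Taking the median or the highest exon of each transcript lowered the number of cholesterol transcripts higher in the large intestine to 5, a setting chosen after the files were seen. The paper links both enriched terms with lipid metabolism.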

To further understand the regulatory differences between the duodenum and large intestine, we mapped all transcripts from group 6 and 12 to KEGG pathways, with the goal of searching for transcripts involved in pathways that were significantly enriched. 

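Supplementary Dataset 3 names, as far as its text gives the lists, 522 different transcripts, of which 330 are in the files, from 279 gene loci. Of the 330, 139 had higher RPKM in both cecum and colon than in the duodenum and 188 had higher RPKM in the duodenum than in both. The threshold was passed in both comparisons by 85 and 147 of them (no replicates). The median log2 ratio was -0.924 for cecum over duodenum and -1.065 for colon over duodenum. Several lists are shortened in the text of the supplement, and all come from transcripts the paper had called different. With the highest exon in place of the mean, the first number fell to 132 and the second stayed at 188.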

With a p-value ≤ 0.05 as the threshold, differentially expressed transcripts were found to be significantly enriched in 60 KEGG pathways (Supplementary Dataset 3). To examine whether these pathways were associated with highly expressed transcripts, we performed a pathway analysis on all medium and highly expressed transcripts (≥10 FPKM) of the co-enriched pathways. We found that 43 pathways achieved significant hits (Supplementary Dataset 3).

Because our research focused on the large intestine, another KEGG pathway enrichment analysis was performed with transcripts that were higher expressed in the large intestine (group 6). 

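For the pathways of Supplementary Dataset 4, drawn from transcripts higher in the large intestine, 133 of 233 named transcripts are in the files. Of these, 131 had higher RPKM in both cecum and colon than in the duodenum and 1 had higher RPKM in the duodenum than in both (no replicates). At 74 transcripts both comparisons passed the threshold, and 101 reached RPKM of at least 10 in a region. The median log2 ratio was 1.556 for cecum over duodenum and 1.281 for colon over duodenum. The paper selected these transcripts for this direction. The number in that direction was lowest, at 128, when the highest exon stood for the transcript.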

As a result, 27 KEGG pathways were found to be significantly enriched (Supplementary Dataset 4), among which 14 achieved significant hits at the level of FPKM ≥ 10 (Supplementary Dataset 4). A total of 9 pathways achieved significant enrichment levels in all four KEGG pathway enrichment analyses (Fig. 2). 

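The lists of Supplementary Dataset 3 for these 6 pathways name 92 different transcripts, with the PPAR list shortened in the text of the supplement, and 58 of them are in the files. In both cecum and colon 36 were higher than in the duodenum, and 22 were higher in the duodenum. All come from transcripts the paper had called different between the regions. For the PPAR signaling pathway 18 transcripts were present, 7 higher in the large intestine and 11 in the duodenum. For nitrogen metabolism 5 of 6 were higher in the large intestine, for the lacto and neolacto series 10 of 10, for keratan sulfate 6 of 6, for sulfur metabolism 4 of 5 and for glycolysis/gluconeogenesis 7 of 16.
In nitrogen metabolism, XM_012184180.1 had 0.0954 RPKM in the duodenum, 238.4 in the cecum and 63.66 in the colon, from 5, 12476 and 3872 reads, while XM_012145088.1 had 165.6, 0.06661 and 0.05158. In keratan sulfate biosynthesis, XM_004004999.2 had 0.1737 RPKM in the duodenum, 0.5704 in the cecum and 67.71 in the colon. In the lacto and neolacto series, XM_004008584.2 had 0.09352, 55.29 and 75.55. In sulfur metabolism, XM_004015302.2 had 90.59, 435.3 and 312. The files give no symbol for these transcripts, and no value has a replicate. Across the 6 pathways the numbers of transcripts in each direction, 36 and 22, were the same under every gene value and scaling tried, alternatives that were chosen after the files were seen. The threshold was passed in both comparisons by 23 of the 36 and 19 of the 22. Among the pathways enriched in each of its pathway analyses, the paper carries these forward because they were related to metabolism.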

Among them, 6 pathways were metabolism related, including the PPAR signaling pathway, nitrogen metabolism, glycosphingolipid biosynthesis - lacto and neolacto series, glycosaminoglycan biosynthesis - keratan sulfate, glycolysis/gluconeogenesis, and sulfur metabolism. Therefore, the 97 differentially expressed transcripts from the 6 pathways were subjected to further analysis. Performed with gene symbol annotation, the 97 differentially expressed transcripts were found to be encoded by 81 genes.

**Figure 2:**
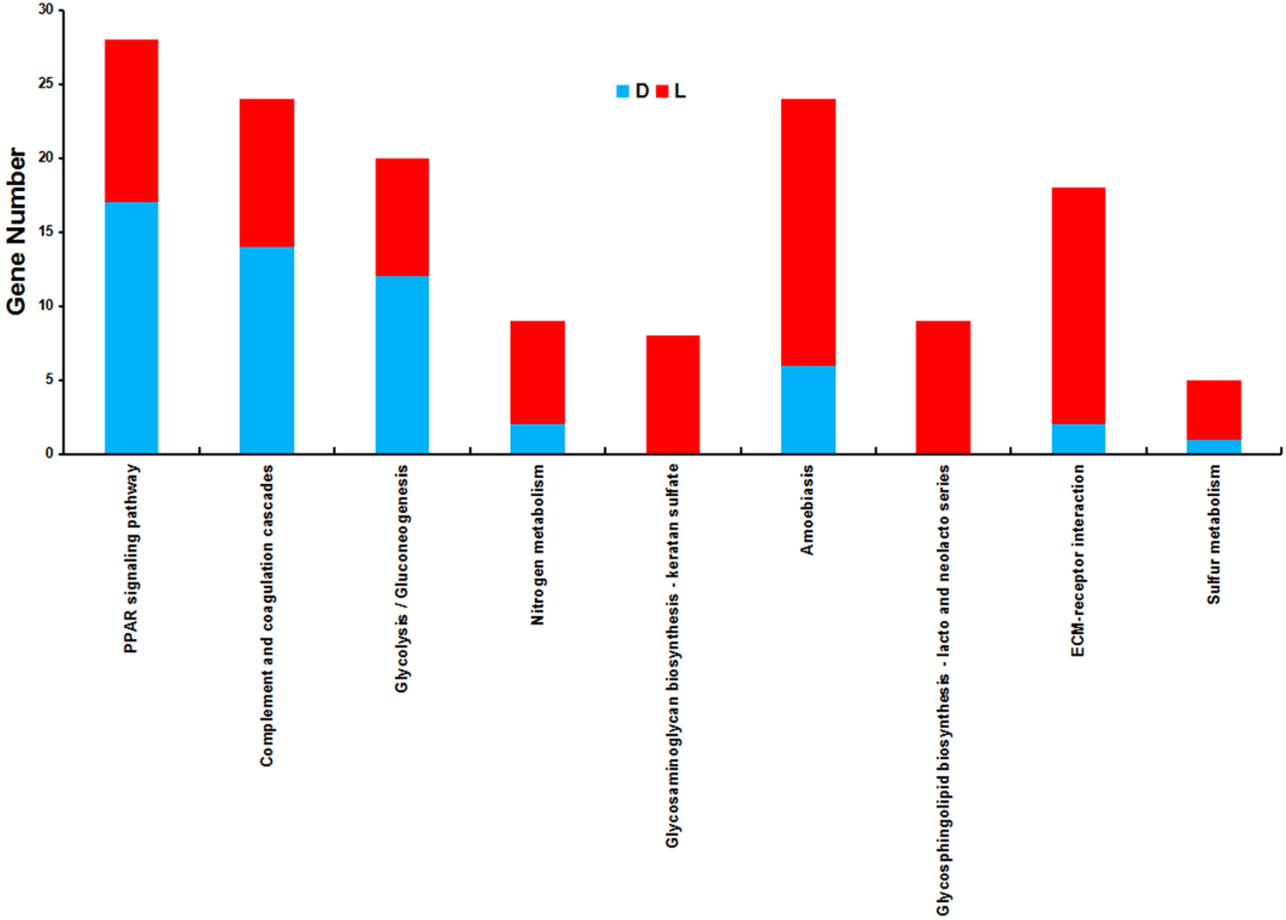
KEGG pathways achieved significant enrichment levels in all four enrichment analyzes. D: Duodenum higher expressed genes; L: Large intestine higher expressed genes.

We performed a protein-protein interaction analysis of all 81 genes that were significantly enriched in the 6 metabolism related pathways. A total of 253 interactions between 63 genes were obtained from STRING (Fig. 3). Seven genes (*LPL*, *CPT1A*, *FABP1*, *EHHADH*, *ACOX1*, *CD36*, *PCK1*) were identified as hub genes (top 10% of interaction degree genes) of the network, whereas three genes were higher expressed in the large intestine (Lipoprotein lipase (*LPL*), Carnitine palmitoyltransferase 1A (*CPT1A*) and Phosphoenolpyruvate carboxykinase 1 (*PCK1*)).

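Of the 7 hub genes, only FABP1 could be identified in the files, through Supplementary Table 2. Its transcript XM_004005898.2, with 4 exons between positions 58685468 and 58691230 of an unnamed sequence, had RPKM of 7692 in the duodenum, 966.8 in the cecum and 413.5 in the colon, from 218575, 25028 and 12443 reads. The log2 ratio over the duodenum was -2.992 (95% interval from read sampling -3.011 to -2.973) for the cecum and -4.217 (-4.243 to -4.191) for the colon (no replicates). Of the 63 genes of Fig. 3, 3 have a symbol paired with a transcript in the files, and all 3 had the direction of the figure. FABP1 was higher in the duodenum. LDHB was higher in the large intestine, with RPKM of 88.2 in the duodenum, 478.1 in the cecum and 419.1 in the colon, and so was ST3GAL6 (XR_001044475.1), with 5.115, 6.99 and 14.51. For ST3GAL6 the log2 ratio of cecum over duodenum was only 0.45 and did not pass the threshold. Its locus holds other transcripts that can share its reads, and the paper's FPKM of it are 0, 0 and 4.21. The figure itself rests in part on these same libraries. The 3 directions held under every alternative. For FABP1 the ratio of colon over duodenum moved most when the RPKM were rescaled without the 10 loci with the most reads, to -4.155. The paper ranks hub genes by their number of interactions and then separates them by the region of higher expression.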

**Figure 3:**
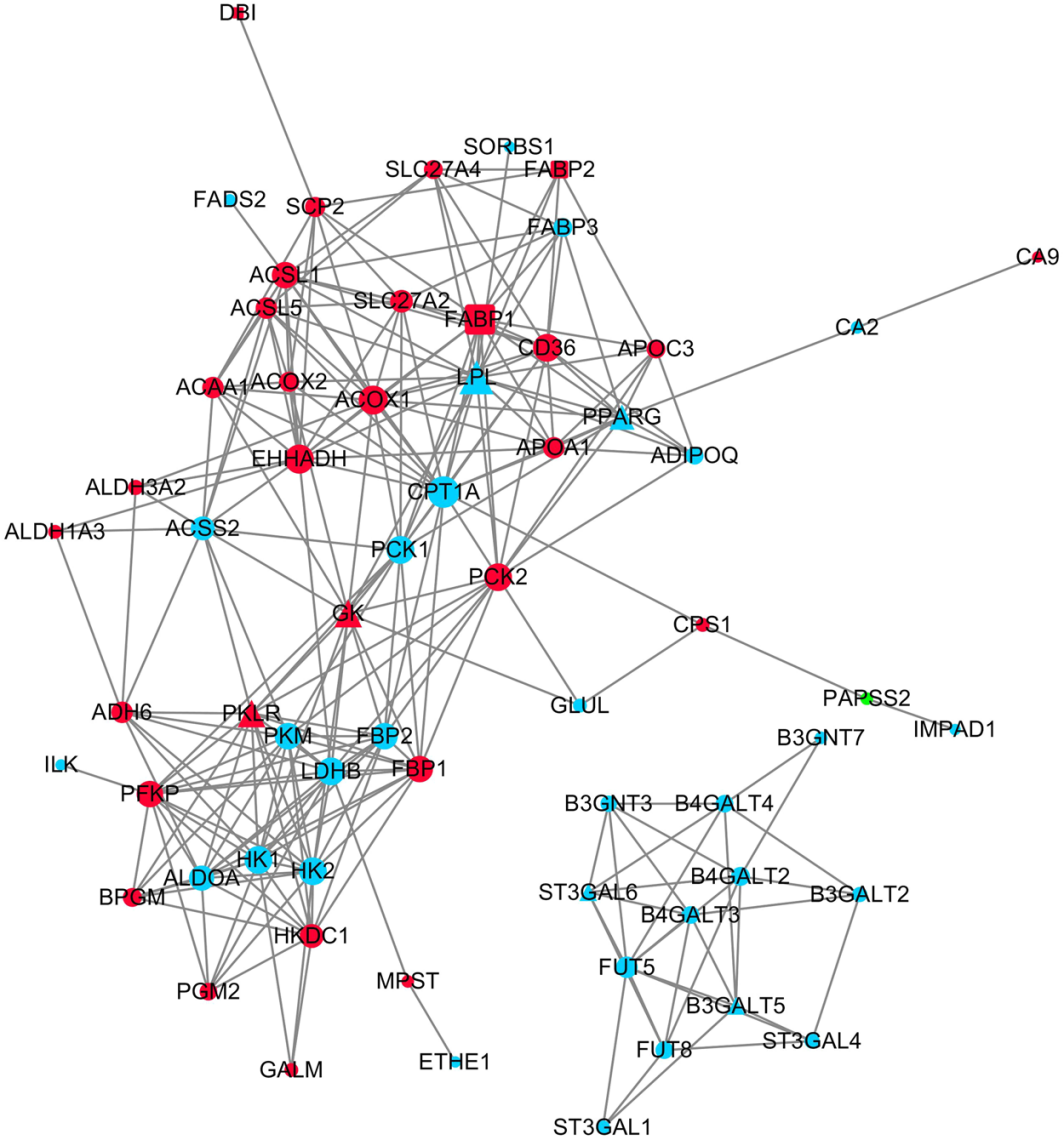
Protein-protein interaction networks of metabolism related pathway enriched genes. The node size was decided on the basis of the interaction degree value of each gene. Triangle node: FPKM < 10 in all intestinal regions; Circular node: 10 ≤ FPKM < 500 in at least one tissue with the highest expression; Square node: FPKM ≥ 500 in at least one intestinal tissue. Red: Higher expressed in the duodenum; Blue: Higher expressed in the large intestine; Green: Multiple transcript expression patterns are not consistent.

### Functional enrichment analysis of differentially expressed genes between the cecum and colon

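In the small-tailed Han libraries 973 gene loci passed the threshold between cecum and colon, out of 16373 compared (5.9%). The comparisons of cecum and of colon with the duodenum gave 2918 (17.8%) and 2695 (16.5%). Between cecum and colon the count was lowest under the edgeR test with an assumed coefficient of variation of 0.4, at 43 loci, and 489 loci remained with 1 added to every RPKM (no replicates).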

To further study the differences in transcript expression between the cecum and colon, all 1,362 transcripts that were differentially expressed between the cecum and colon were clustered into 4 groups on the basis of their expression levels (Fig. 4). In group 1 and 3, transcripts showed different expression patterns between SH and Texel. In group 2 and 4, transcripts were predominately higher expressed in the cecum and the colon, respectively. 

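By gene locus, 477 of the small-tailed Han loci were higher in the cecum and 496 higher in the colon (no replicates). This near-even split depended on the processing. It became 376 and 578 with median-ratio rescaling and 92 and 199 with a fold change of 4. With the median exon it was 696 and 665, and with the highest exon 913 and 831, so the cecum then had more. Among the named loci, LOC654331 (NM_001038014.1) had RPKM of 524.4 in the cecum and 4.255 in the colon, a log2 ratio of 6.945 (95% interval from read sampling 6.736 to 7.168). The locus of XM_004020977.2 had 19.39 and 1.324, a log2 ratio of 3.872 (3.728 to 4.022). The locus of XM_012100221.1 was higher in the colon, with 0.09398 RPKM in the cecum (13 reads) and 201.1 in the colon (32333 reads), a log2 ratio of -11.063 (-11.973 to -10.289). The locus of NM_001009273.2 had no reads in the cecum, 1231 in the duodenum and 1590 in the colon. NM_001009204.1, with 0 reads in the cecum and 6 in the colon, was also selected by size of ratio but had a false discovery rate of 0.0369 by the Audic-Claverie test and is not past the threshold. Adding 1 to every RPKM brought the ratio of XM_004017391.2, which had 26 reads in the cecum and 1 in the colon, from 4.908 down to 0.439.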

Transcripts from group 2 and 4 were subjected to GO enrichment analysis and KEGG pathway enrichment analysis. In the GO enrichment analysis, differentially expressed genes were associated with 58 GO terms, among which no GO terms were significantly enriched.

**Figure 4:**
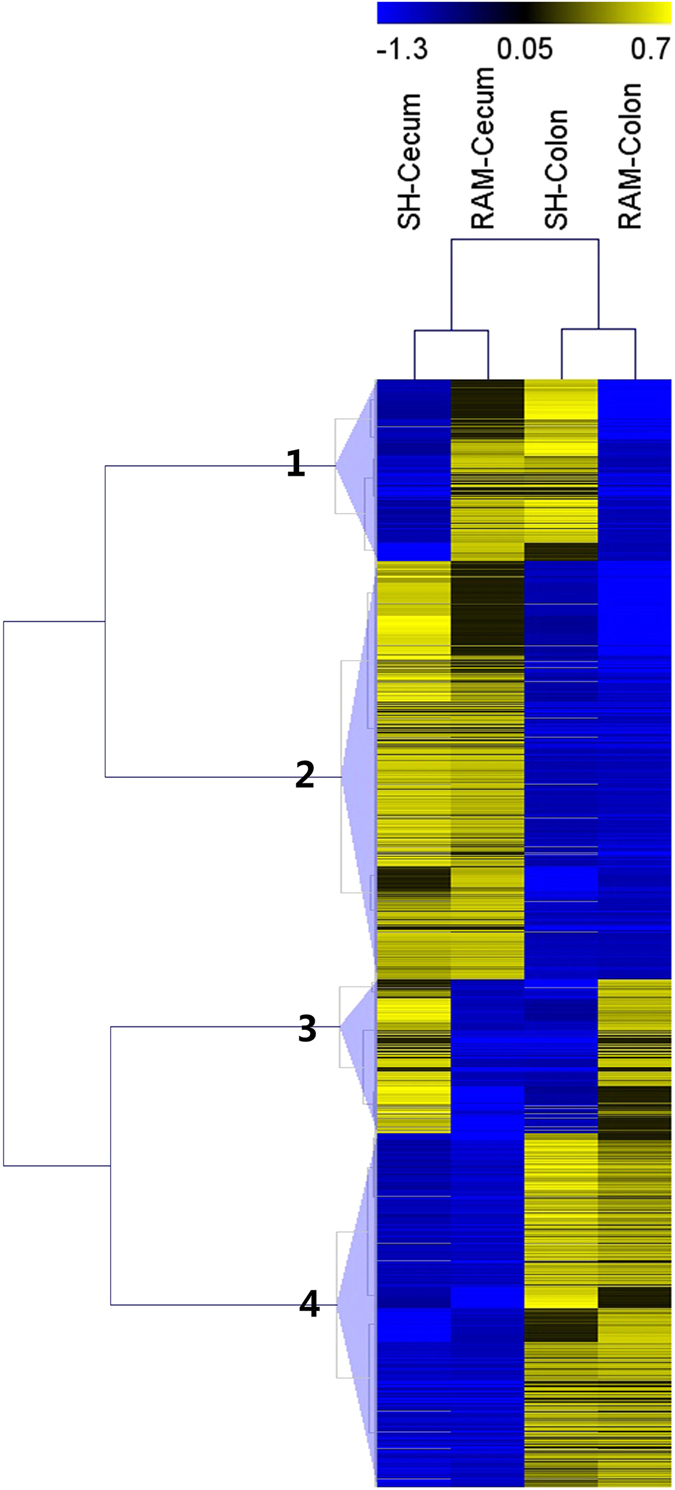
Clustered heat map showing the expression patterns of transcripts differentially expressed between the cecum and the colon.

In the KEGG pathway enrichment analysis, differentially expressed genes were significantly enriched in 16 pathways, among which 11 pathways were metabolism related (Supplementary Dataset 5). Re-performing the medium and highly expressed genes (≥10 FPKM in at least one intestine region) from significantly enriched pathways to the KEGG pathway enrichment indicated that only 8 pathways still reached a significant enrichment level (Fig. 5), whereas 5 pathways were lipid metabolism related (Supplementary Dataset 5). These included the glycerophospholipid metabolism, fat digestion and absorption, linoleic acid metabolism, ether lipid metabolism, and alpha-Linolenic acid metabolism pathways. 

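The transcripts that Supplementary Dataset 5 lists for these pathways were looked up in the files. For glycerophospholipid metabolism 10 of 20 were present, and 6 had higher RPKM in the cecum than in the colon. For fat digestion and absorption 7 of 11 were present, with 6 higher in the cecum. The other lists were covered by few transcripts: 1 of 3 was higher in the cecum for linoleic acid metabolism, 2 of 3 for ether lipid metabolism and 1 of 2 for alpha-Linolenic acid metabolism. The same transcripts recur among these lists, and all come from transcripts the paper had called different between cecum and colon. LOC101107420 (XM_012153432.1) had 362.6 RPKM in the cecum and 77.83 in the colon, a log2 ratio of 2.22 (95% interval from read sampling 2.168 to 2.272, no replicates). XM_012104137.1 had 8.481 in the cecum and 51.19 in the colon, from 541 and 3794 reads, a log2 ratio of -2.594. With the highest exon in place of the mean, 2 in place of 1 linoleic acid transcripts were higher in the cecum, and with the median exon 7 in place of 6 glycerophospholipid transcripts, alternatives chosen after the files were seen. The paper proposes that these pathways were found because their genes generally had moderate and high expression.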

This finding suggests that the lipid metabolism associated pathways were detected because of generally moderate and high levels of gene expression.

**Figure 5:**
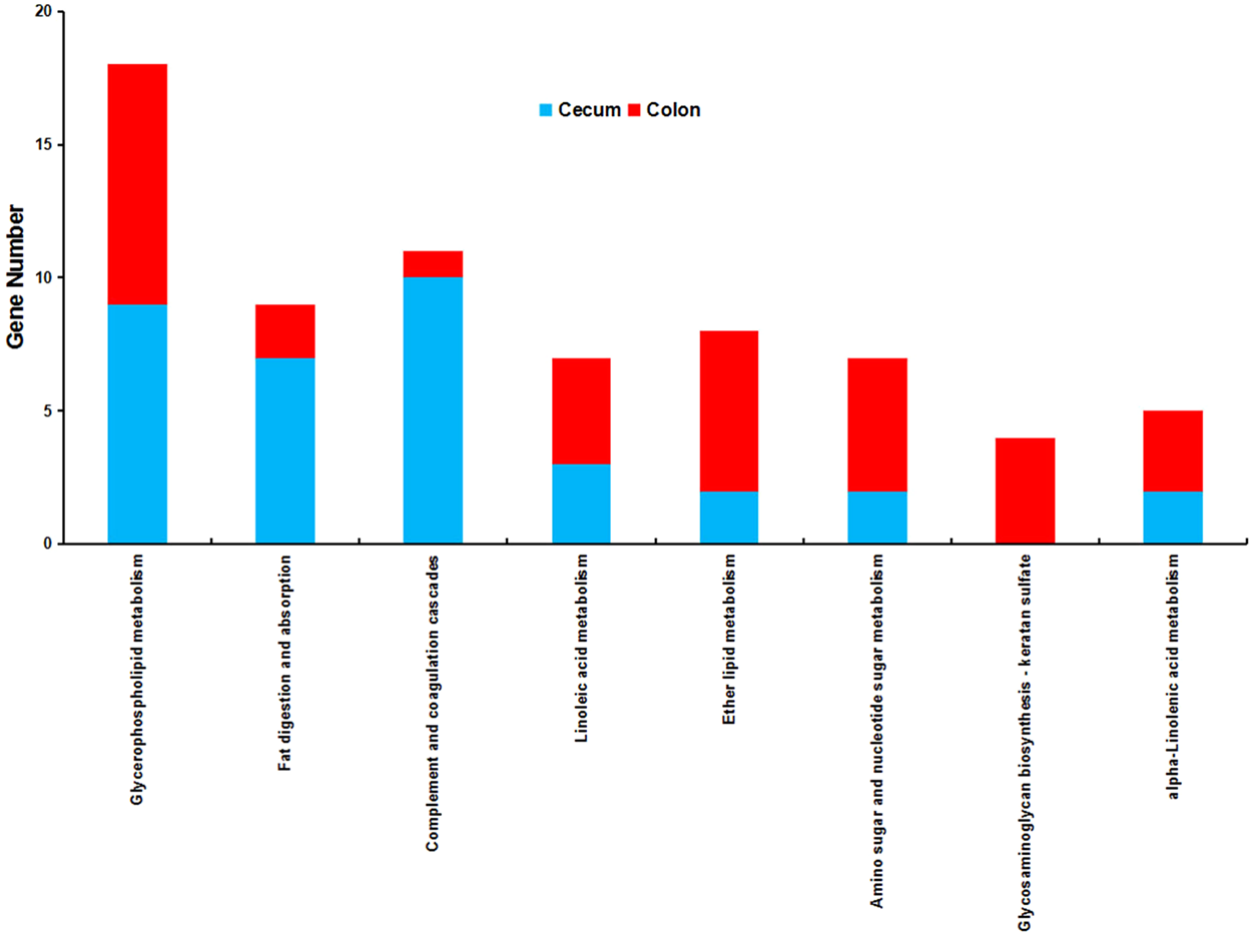
KEGG pathways achieved significant enrichment between the cecum and colon at both the FPKM ≥ 1 and FPKM ≥ 10 level. Cecum: Cecum higher expressed genes; Colon: Colon higher expressed genes.

A total of 28 transcripts were significantly enriched in these 5 lipid metabolism-related pathways, among which 24 genes were constructed. Among them, 14 genes were higher expressed in the cecum and 10 genes were high expressed in the colon. 

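Of the 28 listed transcripts of the 5 pathways, 16 from 15 gene loci are in the files, and 13 of them reached RPKM of at least 10 in a region. In the cecum 11 had the higher RPKM and in the colon 5. These lists hold transcripts the paper had already called different between cecum and colon. The threshold was passed by 5 higher in the cecum and 2 higher in the colon, and the other differences were less than 2-fold or not past the false discovery rate. The median log2 ratio of cecum over colon was 0.529 (no replicates). Both the median exon and the highest exon gave 12 higher in the cecum. No gene of Fig. 6 has a symbol paired with a transcript in the files, so its 20 genes could not be compared one by one.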

All 24 genes were used for further protein-protein interaction analysis. As a result, a total of 49 interactions between 20 genes were obtained (Fig. 6). Two hub genes were identified with interaction degree ranking (top 10% interaction degree genes): Choline/Ethanolamine phosphotransferase 1 (*CEPT1*) and the Membrane bound O-acyltransferase domain containing 1 (*MBOAT1*).

**Figure 6:**
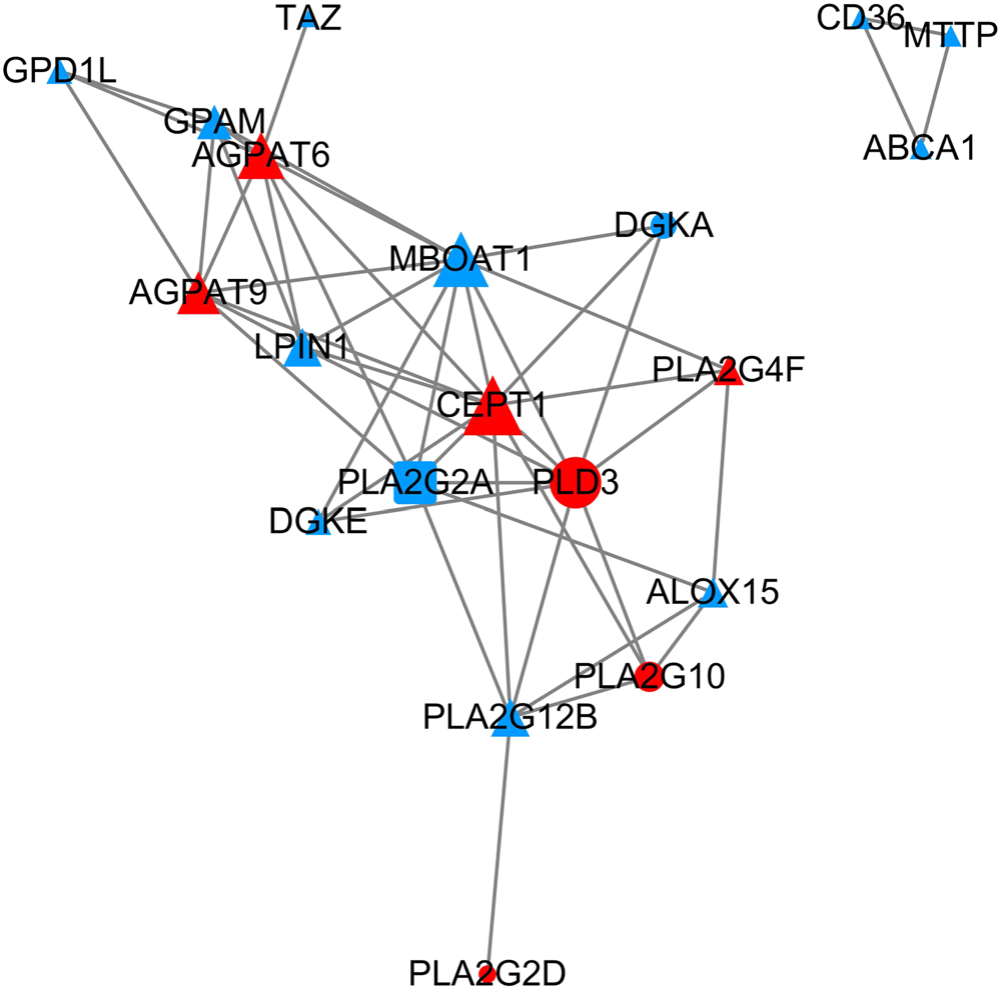
Protein-protein interaction networks of lipid metabolism related pathway enriched genes. The node size was decided on the basis of the interaction degree value of each gene. Triangle node: FPKM < 10 in either the cecum or colon; Circular node: 10 ≤ FPKM < 500 in the tissue with the highest expression; Square node: FPKM ≥ 500 in at least one intestinal tissue. Red: Higher expressed in colon; Blue: Higher expressed in cecum; Green: Multiple transcript expression patterns are not consistent.

## Discussion

For ruminants, the rumen and small intestine are important organs for fat absorption and triacylglycerol homeostasis. However, what is often overlooked is the important role played by the large intestine in fat absorption. The primary chambers of the rumen facilitate the action of a complex mixture of micro-organisms in fermenting a portion of the plant polysaccharides and lipids to short-chain volatile fatty acids (SCFAs), principally acetate, butyrate and propionate^26^. SCFAs are the primary carbon energy source of ruminants, and the rumen is the major site of their uptake^26^. As the secondary fermentation organ, the large intestine accounts for 8 to 17% of total volatile fatty acids absorbed from the digestive tract, mostly SCFAs^4, 8^. However, the overlap in functions of the rumen and the large intestine created inconsistencies at the molecular regulation level. Xiang *et al*. reported that compared to the large intestine, the rumen was more metabolically similar to the liver, especially for lipid metabolism^25^. Therefore, to improve the understanding of sheep large intestinal metabolism, detection of lipid metabolism should be a primary objective. The small intestine mainly absorbs long and medium chain fatty acids (LCFAs and MCFAs) that escaped fermentation in the rumen^1^. Based on their functional differences, a differential expression analysis between the large intestine and small intestine will help elucidate the characteristics of large intestine metabolism.

In sheep, as in other herbivores, the ruminant large intestine plays a crucial role in digestion and absorption. To understand the complex developmental and regulation processes, and to expose molecular events within cells and tissues, whole transcriptome analysis is necessary^27^. In this study, we performed transcriptome analysis for intestinal mucosal epithelial tissues collected from sheep cecum, colon and duodenum. To ensure the accuracy of analysis results, an FPKM score of 1.0 in at least one sample was chosen as a minimum expression cutoff for transcripts, and different levels of expression cutoffs were used in KEGG enrichment analysis. It has been shown in several studies that the power to detect differential expressed transcript units improves when the number of biological replicates increases^28–30^. This phenomenon is interpreted as a result of an increase in detection sensitivity, especially for low expression transcripts^30^. Furthermore, as n (the number of biological replicates) increases, both algorithms increase the call rate and true positive rate (TPR) while the false positive rate (FPR) remains unchanged^28^. Therefore, we believe that the exclusion of low expression genes in our study (with only 2 biological replicates) can improve the reliability of differential analysis results. However, what must be emphasized is the statistical power has been reduced since the data comes from two different experiments. Moreover, the unconventional method we used to remove batch effect also made it impossible to calculate the statistical power accurately. It can be deduced that the statistical power of this study is lower than those with at least 2 biological replicates, but higher than that of non-biological replicate studies. Therefore, the statistical power of our design is relatively limited, but should still be effective to describe the individual variability that exists in sheep.

A total of 3,254 genes encoding 4,221 transcripts were identified as differentially expressed. The aim of this study was to assess the transcript expression differences between the large intestine and the duodenum of the sheep, and between the cecum and colon in the sheep large intestine, thereby possibly contributing to an improved understanding of regulation of sheep intestinal metabolism.

Of 60 KEGG pathways enriched in the differentially expressed transcripts between the duodenum and the large intestine, more than half were metabolism related. However, KEGG pathway analysis of the transcripts that had higher expression in the large intestine revealed that only six metabolic pathways were significantly enriched in both analyses at moderate or high expression levels. Among the six pathways mentioned above, both carbohydrate and lipid metabolism pathways were observed.

All 7 hub genes identified to be differentially expressed between the duodenum and large intestine were enriched in the PPAR signaling pathway, whereas 3 large intestine highly expressed hub genes were identified. These results indicated that the PPAR signaling pathway may play a central regulatory role in intestinal metabolism. PPAR signaling is mainly associated with metabolism, cell development, adipocyte differentiation and cell survival^31–34^. 

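Of the transcripts that Supplementary Dataset 3 lists for the PPAR signaling pathway, 18 are in the files. The 10 that the paper lists only among all differentially expressed transcripts were higher in the duodenum than in both cecum and colon, and 9 of them passed the threshold in both comparisons. Their median log2 ratio was -2.534 for cecum and -2.599 for colon over duodenum. XM_004009588.2 had 1313 RPKM in the duodenum, 0.5028 in the cecum and 0.427 in the colon, from 100130, 35 and 34 reads. Among the 10 transcripts listed for the large intestine in Supplementary Dataset 4 that are in the files, 9 were higher in both cecum and colon and 6 passed the threshold in both comparisons. The transcripts NM_001009414.1 and XM_012095247.1 of this list are not among the 18. XM_004014441.2 had 13.77, 66.23 and 231.3 RPKM, with log2 ratios over the duodenum of 2.266 and 4.071. The exception, XM_012176587.1, had 17.74 RPKM in the duodenum, 13.49 in the cecum and 8.459 in the colon. No value has a replicate, and the paper chose the transcripts for their differences. None of the alternatives, which were chosen after the files were seen, changed the numbers in either direction. The list of all differentially expressed transcripts is shortened in the text of the supplement.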

In the duodenum, 17 genes were significantly enriched in the PPAR signaling pathway, and 11 were significantly enriched in the large intestine. Among the three PPARs, only *PPARG* showed higher expression in the cecum and colon. Such results were consistent with the previously reported PPAR tissue expression specificity^34–36^.

Recently, two putative pathways for uptake of MCFAs and LCFAs have been identified^37^: CD36, alone or together with the FABP1, accepts MCFAs and LCFAs at the cell surface. Once at the inner side of the membrane, these fatty acids are bound by FABP3 before entering metabolic pathways. MCFAs and LCFAs can also be transported by SLC27A4, after which these fatty acids could then be activated by ACS1 to form acyl-CoA esters^37^. In our study, all MCFAs and LCFAs absorption essential genes (*CD36*, *FABP1*, *SLC27A4* and *ACS1L*), except *FABP3*, had higher expression in the duodenum. 

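Of these genes only FABP1 has a transcript that could be named in the files. Its RPKM was 7692 in the duodenum against 966.8 in the cecum and 413.5 in the colon (no replicates). The log2 ratio over the duodenum was -2.992 for the cecum and -4.217 for the colon, and a median-ratio rescaling gave -3.034 and -4.176. The 19 listed transcripts of the fat digestion and absorption pathway of Supplementary Dataset 3 that are in the files were all higher in the duodenum than in both large intestine regions, and 14 passed the threshold in both comparisons. Since the paper had already called the listed transcripts different between the regions, the shared direction is partly fixed by that choice. With the median or the highest exon, alternatives chosen after the files were seen, 18 were higher in the duodenum. The paper sets the higher expression of its genes beside its expectation that the duodenum mainly absorbs medium-chain and long-chain fatty acids.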

In addition, the major cholesterol absorption essential genes (*NPC1L1, ABCG5* and *ABCG8*) and chylomicrons forming essential genes (*ACAT2*, *APOB* and *MTTP*) were also expressed more in the duodenum. This result is consistent with our expectation that the duodenum mainly absorbs MCFAs and LCFAs. 

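The 6 transcripts listed for fatty acid beta-oxidation that are in the files were all higher in the duodenum, and all 6 passed the threshold against both cecum and colon. XM_004018227.2 had 245.1 RPKM in the duodenum, 57.52 in the cecum and 64.95 in the colon, and XM_004008685.2 had 215.2, 30.37 and 23.62. The smallest changes were those of XM_012176707.1 in the cecum (log2 ratio -1.216, and -1.266 in the colon) and of XM_012176525.1 in the colon. XM_012176525.1 had 26.3, 11.02 and 11.33 RPKM and log2 ratios of -1.255 and -1.215 (false discovery rate 7.60e-205 and 2.98e-212 by the Audic-Claverie test, no replicates). In the fatty acid degradation pathway 8 of 9 transcripts were higher in the duodenum and 1, NM_001009414.1, was higher in the large intestine, with 32.19, 73.66 and 76.62. These lists come from transcripts the paper had called different. The number in each direction was unchanged with the median exon, the highest exon and both rescalings, which were chosen after the files were seen. The paper proposes from such values that fatty acids serve as an energy source in the duodenum more than in the large intestine.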

It is worth noting that the major fatty acid beta-oxidation related genes are also highly expressed in the duodenum, which is similar to the result reported by Xiang *et al*., in the rumen, duodenum, cecum and colon^25^. This result may suggest that the use of fatty acid as a directive energy source in the duodenum is more favorable compared to the large intestine.

On the other hand, there is a group of SCFA metabolism-related genes that showed higher expression in the large intestine than in the duodenum. Although SCFAs can pass through the top membrane by simple passive diffusion and be absorbed into the portal vein, carrier-mediated transport still plays an important role in the uptake of SCFAs^38^. In this study, two potent SCFA transporters, *SLC5A8* (also known as sodium-coupled monocarboxylate transporter 1, *SMCT1*) and *SLC16A1* (also known as monocarboxylate transporter 1, *MCT1*) were expressed more in the large intestine, which could show that SCFA absorption largely occurs in the large intestine. Studies in various species showed that SCFAs are efficient gluconeogenic substrates^39, 40^ and crucial energy substrates for enterocytes^41^. 

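For glycolysis/gluconeogenesis, the 7 transcripts of Supplementary Dataset 4 that are in the files were all higher in both cecum and colon than in the duodenum, and 4 passed the threshold in both comparisons. Their median log2 ratio over the duodenum was 2.19 for the cecum and 1.615 for the colon. LDHB (XM_004006792.2) had 88.2 RPKM in the duodenum, 478.1 in the cecum and 419.1 in the colon, with log2 ratios of 2.439 (95% interval from read sampling 2.396 to 2.481) and 2.248 (2.206 to 2.291). XM_012105209.1 had 14.65, 66.85 and 44.85. The 9 other transcripts of the pathway in Supplementary Dataset 3 were higher in the duodenum, among them XM_004004092.2 with 151.1, 36.34 and 39.39 RPKM. The paper had chosen the 7 as higher in the large intestine and the 9 as different between the regions, partly from these same libraries. Their directions are therefore largely fixed by that choice. No value has a replicate. For LDHB the ratio of cecum over duodenum was lowest, at 2.343, with the median exon. The paper connects the genes higher in the large intestine with short-chain fatty acids as substrates of gluconeogenesis.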

Consistently, a number of glycolysis/gluconeogenesis pathway genes were found to have higher expression in the large intestine than in the duodenum.

Three more highly expressed hub genes in the large intestine were identified by PPI network analysis between the duodenum and the large intestine, of which all three genes were enriched in PPAR signaling pathway. Among them, *PCK1* encodes a cytosolic enzyme that, along with GTP, catalyzes the formation of phosphoenolpyruvate from oxaloacetate^42^. Regulated by *PPARG*, *PCK1* also controls glyceroneogenesis and lipid production^43^. Showing higher expression levels in the large intestine, *PCK1* may play an important regulatory role in glycolysis/gluconeogenesis of the large intestine. However, the higher expression of another two hub genes (*LPL* and *CPT1A*) seems to be somewhat contradictory to the higher expression level of *PCK1*.

As a rate-limiting enzyme, LPL has been reported to be involved in promoting the production of chylomicron remnants, cholesterol-rich lipoproteins, and free fatty acid uptake^44, 45^. Overexpression of *LPL* has been shown to affect insulin response and promote obesity^46^. By encoding a key lipolytic enzyme, carnitine palmitoyltransferase 1A, the *CPT1A* gene controls the entrance of fatty acids into the mitochondria for beta-oxidation^47^. In addition, we also noticed that lipid metabolism-related PPAR signaling pathway genes *FABP3*, *FADS2*, *LOC101108497*, *ADIPOQ* and *SORBS1* were highly expressed in the large intestine. To confirm whether this result is related to lipogenesis and adipocyte differentiation, we examined the expression values of major adipocyte lipogenesis genes (*ACACA*, *FASN* and *SCD*) and TAG synthesis and storage pathway genes (*ACSM1*, *GPAM*, *AGPAT2*, *LPIN1*, *DGAT2*, *CIDEC*, *CIDEA*, *FABP4* and *PLIN1*). As a result, we found that major adipocyte lipogenesis genes (*ACACA*, *FASN* and *SCD*) showed similar expression levels between the duodenum and large intestine. Genes *ACSM1*, *DGAT2*, *CIDEC*, *CIDEA*, *FABP4* and *PLIN1* did not achieve significant differential expression levels between intestinal regions. Genes *GPAM* and *LPIN1* showed higher expression in the duodenum. Only gene *AGPAT2* showed higher expression in the large intestine region. This result precludes the possibility that adipocytes are mixed into large intestine samples. Such results also revealed the presence of unique lipid metabolism in the sheep large intestine. However, due to the lack of evidence on a metabolomics level, it is difficult to make a more detailed hypothesis for the specific mechanism of sheep large intestine.

Of the 16 KEGG pathways significantly enriched with differentially expressed transcripts between the cecum and colon, only 8 remained at the level of FPKM ≥ 10. This result suggests that most of these enriched pathways were detected due to low levels of gene expression. In previous reports, the colon has been confirmed to be weaker than the cecum in fermentation and absorption functions^3^. Correspondingly, 7 of the 9 fat digestion and absorption pathway genes were highly expressed in the cecum, which could be a manifestation of their differences in lipid absorption capacity.

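Of the 11 transcripts listed for fat digestion and absorption in Supplementary Dataset 5, 7 are in the files, and 6 of them had higher RPKM in the cecum than in the colon. The threshold was passed by 4 of these 6. Since the paper had called the listed transcripts different between cecum and colon, their directions are partly fixed by that choice. XM_004020215.2 had 48.38 RPKM in the cecum and 10.66 in the colon, a log2 ratio of 2.181, and LOC101107420 (XM_012153432.1) had 362.6 and 77.83, a log2 ratio of 2.22. XM_012104137.1 was higher in the colon, with 8.481 and 51.19 and a log2 ratio of -2.594 (no replicates). In 6 of the 7 transcripts the duodenum was above both. The number higher in the cecum was 6 under each alternative, all chosen after the files were seen. The paper proposes that the higher expression in the cecum could reflect a difference between the regions in the capacity to absorb lipids.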

The two hub genes detected between the cecum and the colon, *MBOAT1* showed higher expression in the cecum, while *CEPT1* was found to be higher expressed in the colon. *CEPT1* encodes a choline/ethanolamine phosphotransferase, which functions in the synthesis of choline and ethanolamine containing phospholipids^48^. The knockdown of *CEPT1* in the liver suppresses the expression of PPARA-dependent genes^49^. As a member of the membrane bound O-acyl transferase family^50^, *MBOAT1* is a lysophosphatidylserine acyltransferase with a preference for oleoyl-CoA^51^. MBOAT1 has been reported to be associated with neuronal development^52^ and deregulation of phosphatidylcholine metabolism^53^. The function of the *MBOAT1* gene in the large intestine may be related to apoptosis and modulation of the activities of transporters and membrane-bound enzymes. More research on these genes will be necessary to uncover their specific functions in lipid metabolism in the large intestine.

Overall, in this study, we observed the differential expression of metabolism-related genes among the duodenum, cecum and colon. On the basis of expression pattern clustering, GO enrichment, KEGG enrichment and PPI network analysis, a group of metabolic related genes and pathways were found to be regionally enriched in different intestinal segments. Our findings suggest that the PPAR signaling may be a key driver of metabolic differences between the large intestine and the duodenum in sheep. Large intestine higher expressed hub genes *CPT1A*, *LPL* and *PCK1* may play important regulatory roles in intestinal metabolism through the PPAR signaling pathway. This study also reveals that differences in lipid metabolism between sheep cecum and colon may be due to differential gene expression in Glycerophospholipid metabolism, Fat digestion and absorption, Linoleic acid metabolism, Ether lipid metabolism, and the alpha-Linolenic acid metabolism pathway. Two hub genes, *CEPT1* and *MBOAT1*, may play important roles in the lipid metabolism regulation in the large intestine.

## Materials and Methods

### Ethics Statement

All animal experiments were approved by the Institutional Animal Care and Use Ethics Committee of Shandong Agricultural University (Permit Number:2004006) and were performed in accordance with the “Guidelines for Experimental Animals” of the Ministry of Science and Technology (Beijing, China). All surgery was performed according to recommendations proposed by the European Commission (1997), and all efforts were made to minimize suffering.

### Animals and Sampling

Duodenum, cecum and colon tissue samples were collected from three healthy 11-month-old small-tailed Han ewes (Linqv Huanong Sheep Farm, Weifang, Shandong, China). The appearance and shape of the sheep was fully consistent with their varietal characteristics. The selected sheep were healthy with moderate weight. All the sheep were raised under the same conditions, which included natural lighting and free access to water and food. The intestine tissues were collected immediately after exsanguination. Duodenal tissue and cecal tissues were sampled from the middle section of each intestinal region. The colon tissue was sampled from the middle section of the proximal colon. Mucosal epithelial tissues from three intestinal regions were placed into liquid nitrogen and stored at −80 °C.

### RNA Extraction and Sequencing

The total RNA of mucosal epithelial tissues from each sample was extracted using the TRIzol reagent according to the manufacturer’s protocol (Invitrogen, Burlington, ON, Canada). DNA was removed from each sample by using RNase-free DNase (New England Biolabs). The RNA integrity and concentration was evaluated with an Agilent Technologies 2100 Bioanalyzer. Both samples had RNA Integrity Number (RIN) values greater than 7.5.

The transcriptome secquencing library construction and Illumina sequencing were performed at the Beijing Genomics Institute (Shenzhen, China), according to the manufacturer’s instructions (Illumina, San Diego, CA). The fragments were sequenced on an Illumina HiSeq 2000 platform, thus generating paired-end reads of 100 bp. The deep sequencing data obtained have been deposited in the GEO database with the accession number GSE92656.

### Mapping, Annotation and Identification of Differentially Expressed Transcripts

Before transcriptome assembly, we carried out a filtering process of SH raw sequencing reads. Reads with adaptor contamination, more than 50% of bases with a quality score of Q < 10, or more than 10% ambiguous sequences represented as “N” were removed. Clean Texel read files were downloaded from the Ensembl database (ENA study accession PRJEB6169)^24^.

Using Bowtie2^54^ and RSEM^55^, we mapped and assembled our reads with the sheep reference genome v4.0 (ftp://ftp.ncbi.nlm.nih.gov/genomes/Ovis_aries/) and reference annotated transcripts (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/298/735/GCF_000298735.2_Oar_v4.0/GCF_000298735.2_Oar_v4.0_rna.fna.gz).

The detection of transcript expression levels was performed by RSEM^55^, on the basis of the number of fragments per kilobase of exon per million fragments mapped (FPKM) of the transcripts. The principal components analysis was performed with SPSS (Version 19.0, IBM, USA). Transcript expression value mean center was performed with z-value transformation.

Differentially expressed transcripts and corresponding p-values were determined using methods described by Audic and Claverie^56^, and the false discovery rate (FDR) was calculated on the basis of Benjamini and Hochberg multiple testing correction^57^. The significantly differentially expressed transcripts were declared at a fold change ≥ 2 and a false discovery rate (FDR) < 0.001. Using this method, the differentially expressed transcripts were identified among the duodenum, cecum and colon, through a pairwise comparison analysis.

### Clustering heat map

The expression of differentially expressed transcripts was gene mean centered and visualized a heat map using the MultiExperiment Viewer (MeV)^58^. Where indicated on the dendrograms, Pearson correlation average linkage hierarchical clustering was performed.

### GO term enrichment analysis and KEGG Pathway analysis

After expression pattern clustering, the transcripts from specific groups were subjected to functional annotation, including GO (Gene Ontology) functional annotation and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway annotation. The GO terms and KEGG pathway enrichment was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID v 6.8, http://david.abcc.ncifcrf.gov)^59, 60^.

### Protein-protein interaction networks

PPI (Protein-protein interaction) networks were constructed on the basis of information from STRING v10.0, which provides critical assessment and integration of protein-protein interactions, including direct (physical) and indirect (functional) associations^61^. Credible interactions (combined_score ≥ 0.4) were accepted for further network analysis using CytoScape^62^. Network module analysis and hub gene identification were subjected to the MCODE method^63^ by using the plugin MCODE of CytoScape. The node size was determined to be proportional to the interaction degree.

### Quantitative real-time PCR validation

The qRT-PCR primers used for validation were designed according to the sequences of selected identified transcripts by using Primer Premier 5.0 (Premier, Canada). Primer sequences are shown in Additional file 1. The cDNA was synthesized by using Primerscript RT reagent Kit (TaKaRa), with 1 μg of total RNA. qRT-PCR was performed using SYBR Premix Ex Taq II (TaKaRa, DRR081 A), 7.5 mL of 2X SYBR Premix Ex Taq II reaction buffer, 0.3 mL of primers (0.4 mmol each), 0.3 mL of 50X ROX Reference Dye II, 1.5 mL of cDNA (10 pg/mL,1 mg/mL), and RNase-free dH_2_O to a final volume of 15 mL. The reaction mixtures were incubated in a 96-well plate in an Mx3000p SYBR Green real-time quantitative PCR analyzer (Stratagene, USA) at 95 µC for 30 sec, and this was followed by 40 cycles of 95 µC for 5 sec and 60 µC for 30 sec. All reactions were performed in triplicate. After amplification, melting curve analysis was performed to verify the specificity of the reactions using the Mx3000/Mx Pro software (Stratagene, USA). The primers of the housekeeping gene *ACTB* used for the loading control are described in Supplementary Table 1.

## Electronic supplementary material

Supplementary Information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

# Supplementary material for: Transcriptome Analysis of Three Sheep Intestinal Regions reveals Key Pathways and Hub Regulatory Genes of Large Intestinal Lipid Metabolism
**Source:** Sci Rep. 2017 Jul 13;7:5345. doi: 10.1038/s41598-017-05551-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **Transcriptome Analysis of Three Sheep Intestinal Regions reveals Key Pathways and Hub Regulatory Genes of Large Intestinal Lipid Metabolism**

**Tianle Chao<sup>1</sup>, Guizhi Wang, Zhibin Ji, Zhaohua Liu, Lei Hou, Jin Wang, Jianmin Wang<sup>1\*</sup>**

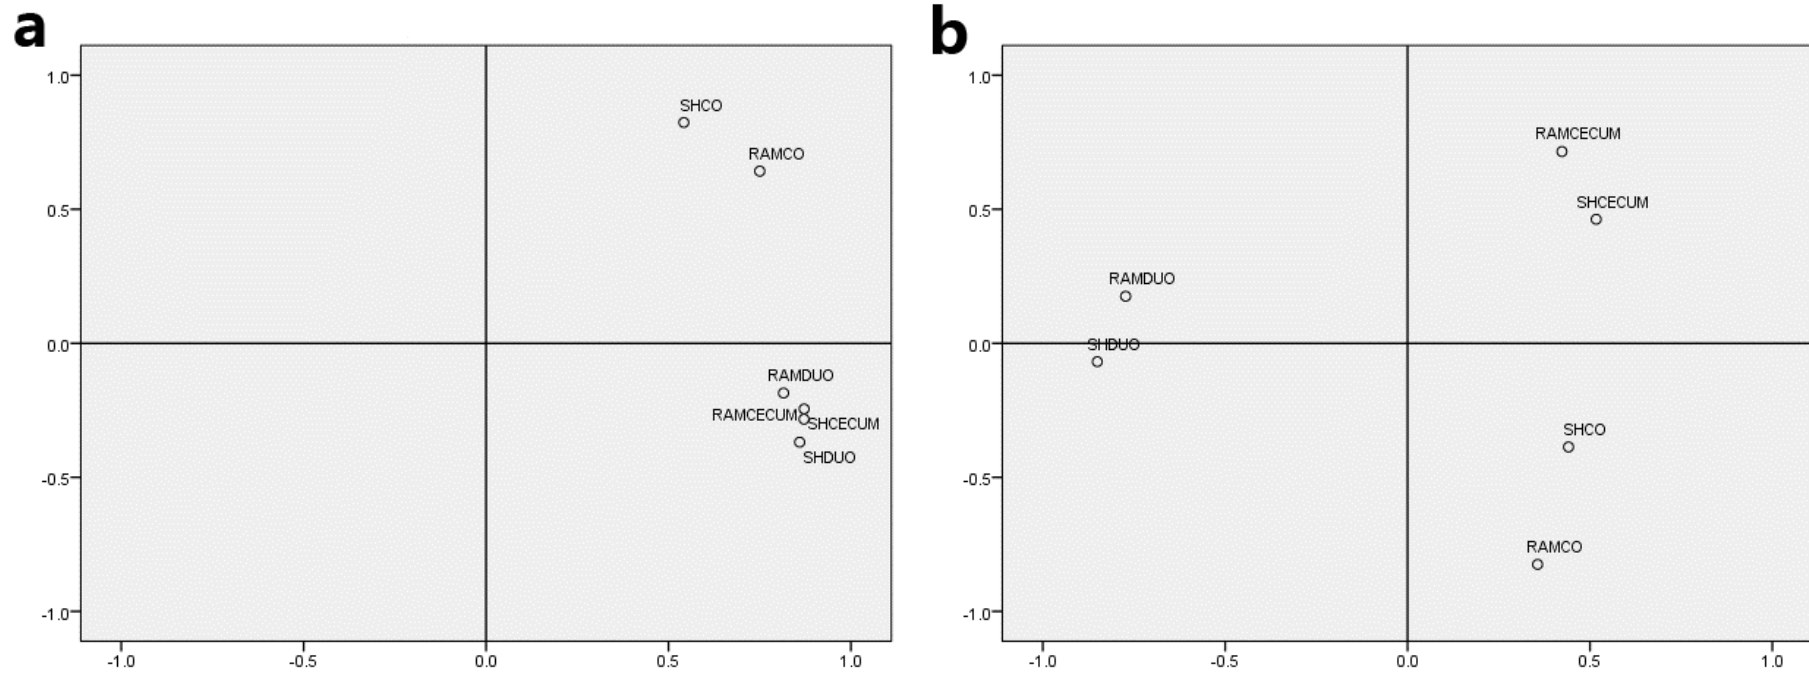

**Supplementary Figure 1. Principal component plot of transcripts expression data.** RAMDUO: Texel ram duodenum. RAMCECUM: Texel ram cecum. RAMCO: Texel ram colon. SHDUO: Small-tailed Han duodenum. SHCECUM: Small-tailed Han cecum. SHCO: Small-tailed Han colon. **(a)** Principal component plot of original expression data. **(b)** Principal component plot of mean centered expression data.

**Supplementary Table 1. Primers for quantitative real-time PCR validation**

| Gene         | Transcript ID  | Forward primer            | Reverse primer            |
|--------------|----------------|---------------------------|---------------------------|
| TFF2         | XM_004003362.2 | CACTTGGCTCCTGGCTACGC      | GCCGCAGTTCACCCGTGTGT      |
| SPINK4       | XM_004004147.3 | CTGGCCTTGGCTGTTCTCTT      | GCTTGCATTCACTCTCATACGTG   |
| REG4         | XM_004002391.2 | CAGCAAAGAATGCAACGAGC      | GCAGAGAAGGAAGAAGAAAGGG    |
| LOC101103222 | XM_004006473.3 | ATGGCAAAACCCCAAGAGC       | GACAGATGAGCAGAAGAAAGAAAAC |
| FABP1        | XM_004005898.3 | CAAATACCAAGTCCAGACCCAG    | ATCTCACACTCCTCCCCCAA      |
| LOC654331    | NM_001038014.1 | GCTCATCATGGACTTGGAACC     | GGGGAGGAGGGAAAGACAGA      |
| JCHAIN       | XM_004009888.3 | CAACAAATGTAAGTGTGCCCG     | AGGTGTAACAGGTCTCAGTGTCTCT |
| ST6GALNAC6   | XM_012162335.1 | GTGATTGCGGTGGAGTTGTGT     | GCTGTTCTCGTTCTGGATGTAGGT  |
| LDHB         | XM_004006792.3 | GACTCAAGCGTGGCTGTGTG      | AGGCACTCTCCACCACCATC      |
| ADA          | XM_015099501.1 | CGTGGACACACTCAAGACCGA     | CGAACAACTGGGTGCTCCG       |
| ASS1         | XM_004005582.2 | CATCTCCCAAGTGTAGCTGCTAATT | CGCCCCATCCCTCTGTCT        |
| LOC101107420 | XM_012153432.1 | AGAGGAACCCCAAGGACG        | CATAAGTGGCGTTGTATTTTCAGGA |
| ACTB         | n/a            | CAAAGACCTCTACGCCAACACG    | GGAGCCGCCAATCCACAC        |

**Supplementary Table 2. Quantitative real-time PCR validation results.**

| Transcript ID  | Gene Symbol  | Duodenum mean $\pm$ SD | Cecum mean $\pm$ SD  | Colon mean $\pm$ SD    | Duodenum RNA-seq FPKM | Cecum RNA-seq FPKM | Colon RNA-seq FPKM |
|----------------|--------------|------------------------|----------------------|------------------------|-----------------------|--------------------|--------------------|
| XM_004003362.2 | TFF2         | 44.473 $\pm$ 18.224    | 45.577 $\pm$ 12.642  | 2393.759 $\pm$ 232.720 | 1301                  | 1843.89            | 116052             |
| XM_004004147.3 | SPINK4       | 37.436 $\pm$ 9.149     | 106.368 $\pm$ 20.835 | 415.530 $\pm$ 73.649   | 589.11                | 3434.29            | 15164.92           |
| XM_004002391.2 | REG4         | 11.561 $\pm$ 2.773     | 37.282 $\pm$ 7.042   | 243.029 $\pm$ 31.243   | 256.53                | 1753.65            | 10367.78           |
| XM_004006473.3 | LOC101103222 | 37.566 $\pm$ 10.828    | 184.068 $\pm$ 59.667 | 89.287 $\pm$ 34.166    | 748.05                | 5724.33            | 1315.39            |
| XM_004005898.3 | FABP1        | 286.958 $\pm$ 88.195   | 5.753 $\pm$ 0.958    | 5.751 $\pm$ 0.687      | 6710.91               | 835.65             | 369.72             |
| NM_001038014.1 | LOC654331    | 76.387 $\pm$ 7.724     | 5.127 $\pm$ 1.389    | 0.045 $\pm$ 0.007      | 3184.85               | 444.17             | 3.42               |
| XM_004009888.3 | JCHAIN       | 330.653 $\pm$ 24.637   | 124.728 $\pm$ 7.088  | 24.690 $\pm$ 7.914     | 6791.44               | 3542.58            | 675.07             |
| XM_012162335.1 | ST6GALNAC6   | 0.060 $\pm$ 0.003      | 0.808 $\pm$ 0.139    | 2.138 $\pm$ 0.157      | 4.16                  | 98.29              | 142.02             |
| XM_004006792.3 | LDHB         | 8.085 $\pm$ 1.539      | 17.849 $\pm$ 2.744   | 18.440 $\pm$ 1.615     | 76.94                 | 388.87             | 352.11             |
| XM_015099501.1 | ADA          | 11.465 $\pm$ 2.187     | 0.155 $\pm$ 0.010    | 0.347 $\pm$ 0.012      | 571.62                | 19.22              | 22.36              |
| XM_004005582.2 | ASS1         | 0.197 $\pm$ 0.044      | 0.313 $\pm$ 0.042    | 1.456 $\pm$ 0.099      | 24.29                 | 101.35             | 306.95             |
| XM_012153432.1 | LOC101107420 | 66.698 $\pm$ 18.560    | 2.944 $\pm$ 0.721    | 0.919 $\pm$ 0.073      | 2084.85               | 287.61             | 63.79              |

How the deposited data were processed for this re-analysis (not part of the article)

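RNA of the mucosal epithelium of the duodenum, cecum and proximal colon of 3 small-tailed Han ewes aged 11 months was sequenced with reads of 100 bp, as 1 pooled library per region. The region of each library was taken from the sample labels and the paper. The Texel libraries are not in the files analysed here, so only the small-tailed Han side of each comparison was computed. No comparison has replicates, and every interval and false discovery rate below reflects the sampling of reads only.

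The authors deposited, for each region, 1 row per exon of each annotated transcript with an estimated count of reads (an expected count, mostly not a whole number). They also deposited the RPKM of each exon, made by the authors from that count, the exon length and a read total given in the header. The percent of each exon covered by reads was deposited as well and was not used in any result. The methods describe mapping with Bowtie2 and RSEM to the sheep genome v4.0, but the deposited files list an earlier transcript annotation than the supplementary datasets, with other coordinates, and do not name their build. Positions are given as the files give them, without chromosomes. The read totals were 50832279 for the duodenum, 46311533 for the cecum and 53827214 for the colon, or 71.1%, 68.9% and 74.3% of the clean reads in the paper's Table 1. With 3 reads as the floor, the smallest share of the read total that can be shown is 5.90e-06% in the duodenum, 6.48e-06% in the cecum and 5.57e-06% in the colon.

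Transcripts that share an exon with the same start, end and reads in all 3 regions were joined into 28601 gene loci, since a shared exon carries the same reads for each of its transcripts. This construction was chosen after the files were seen. Transcripts of the same gene without such an exon stay in separate loci, so a locus is not always a whole gene. The RPKM of a locus is its reads summed over distinct exons, divided by the summed exon length and the read total of the region. Exons without reads in any region are absent from the files and from the length. For transcripts that the paper or its supplement lists, the exons of that transcript alone were used, a choice also made after the files were seen.

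The planned test depended on whether the files held counts. They held estimated counts, which were summed and rounded to whole numbers. Pairs of regions were compared with the Audic-Claverie test (both sides), with Benjamini-Hochberg adjustment over the 16373 loci with RPKM of at least 1 in at least 1 region. The threshold was a false discovery rate below 0.001 and a fold change of at least 2 in RPKM, as in the paper, with 0 replaced by 0.001. A false discovery rate written as 0 is too small for double precision. Intervals for log2 ratios are exact 95% Clopper-Pearson intervals from the read counts, and shares have 95% Wilson intervals. The test was tested on counts simulated with read sampling alone and 3-fold changes, with random seed 1. There 387 of 396 changes over 2 comparisons were recovered, with the same loci changed in both, and 0 false calls were made. Without simulated variation between animals, this checks the calculation and not the rate of false calls in these data. At most 5.086% of the unchanged loci had a p-value under 0.05.

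The alternatives were pseudocounts of 0.1 and 1, no filter on low values, RPKM of at least 10, the median or the highest exon in place of the mean over exons, median-ratio rescaling, rescaling without the 10 loci with the most reads, a fold change of 4, RPKM of at least 0.1 for an expressed locus, and the exact test of edgeR 4.0.16 with an assumed biological coefficient of variation of 0.4. Counting each transcript separately, scaling the reads to the read total, restricting Supplementary Dataset 1 to loci with 1 transcript, and the alternatives for listed transcripts and single-region patterns were added after the files were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for edgeR.

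Genes are named by a rule set before the files arrived: every gene the paper names in its text, Fig. 3, Fig. 6 and Supplementary Table 2, and for each comparison the 5 loci with the largest log2 ratio in each direction among loci with RPKM of at least 10 in a region and the same direction in every exon with RPKM of at least 1. Of the last group the text gives a selection. The files hold no gene names, so a symbol was used only where Supplementary Table 2 or Supplementary Dataset 1 pairs it with a transcript of the files. Most genes of the text and of Fig. 3, and all of Fig. 6, have no such pairing and were left out. The directions of listed pathway transcripts were looked up after the files arrived, and the few transcripts given by identifier from these lists were chosen then. Several lists are shortened in the text of the supplement. A comparison set before the files arrived, without exons that overlap an exon of another gene, was not run, because the files give no chromosomes.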

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

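At 24 gene loci, exons of the same locus passed the threshold in opposite directions between the same regions, a signal at the level of single exons that the paper does not report on. Exons with RPKM of at least 10 and at least 100 reads in one of the regions were tested, which gave 93657 exons for cecum and duodenum, 96085 for colon and duodenum and 91359 for cecum and colon. The comparisons held 12, 12 and 5 such loci. The flag and its limits were chosen after the files arrived, and no comparison has replicates. One example is the locus of NM_001104934.1, with RPKM of 16.64 in the duodenum, 18.3 in the cecum and 112.3 in the colon. It was flagged for colon against duodenum and for cecum against colon.

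A candidate explanation is technical: joining transcripts by shared exons puts several transcripts in a locus. Of the 24 loci, 22 (91.7%) hold several transcripts, against 5352 of 7445 loci with RPKM of at least 10 in a region (71.9%, exact binomial test, p = 0.019). The prediction of a higher share was written after the count had been seen. The flag needs several tested exons, but the base admits loci with 1 exon, such as XM_004022834.2 (259.2 RPKM in the duodenum). It also leaves out flagged loci with lower RPKM, such as XM_004012729.2 (3.095, 4.051 and 4.047). Because the base does not match the flagged loci, no conclusion is drawn from this p-value. A more specific prediction, written before its result, was that the exons of the opposite directions lie in different transcripts. This was so at only 6 of the 24 loci, while at 18 a single annotated transcript holds exons of both directions. That result cannot decide the question, since an exon shared with another transcript also carries the reads of that transcript. The loci of XM_012100522.1 and XM_012111005.1 hold 1 transcript each, so joining cannot be the reason there. For the other loci it stays open. Reads shared with near-identical genes and overlap with other genes could not be tested, because the files give neither sequences nor chromosomes. A difference in exon use between the regions can therefore not be told apart from these technical explanations.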

How the results depend on the processing

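The alternatives below were set before the processed files arrived, unless named as added. Applying them to the counts for the colon alone and the cecum alone and to listed transcripts was decided after the files were seen. The shared directions of qRT-PCR (29) and Fig. 3 (3) were unchanged. The share of shared directions in Supplementary Dataset 1 and all 196 rows of listed transcripts stayed within the 95% Wilson interval of their main share. That interval is wide for short lists, and 0 of these rows reversed. Cholesterol transcripts higher in the large intestine went from 8 to 5 within it. The larger direction of the counts of loci did change under some alternatives. With edgeR, 125 loci were higher in the cecum and 201 in the duodenum, and 152 in the colon and 214 in the duodenum. Between cecum and colon, 477 and 496 became 696 and 665 with the median exon and 913 and 831 with the highest exon. Median-ratio rescaling, rescaling without the 10 loci with the most reads, a pseudocount of 0.1 and scaling to the read total (added) changed each count of loci by less than 1.5 times, the limit set for counts. Within that limit, higher in the cecum alone went from 272 to 214 and higher in the colon alone from 316 to 360 with median-ratio rescaling, and lower in the cecum alone from 148 to 113 with the pseudocount of 0.1.

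The counts are given for cecum against duodenum, colon against duodenum, cecum against colon, higher in both large intestine regions, higher in the duodenum, higher in the colon alone, higher in the cecum alone, lower in the cecum alone and lower in the colon alone. With edgeR's exact test and an assumed coefficient of variation of 0.4 they were 326, 366, 43, 90, 176, 20, 4, 6 and 3, since the test adds an assumed variation between animals. With a fold change of 4 they were 1009, 1049, 291, 327, 395, 126, 40, 54 and 31. With RPKM of at least 10 they were 1142, 1090, 327, 412, 386, 114, 93, 51 and 50, as fewer loci were tested. Counting each transcript separately (added after the files were seen) gave 10340, 9467, 3321, 3737, 2804, 1129, 968, 450 and 437, since transcripts that share exons are counted repeatedly. A pseudocount of 1, which shrinks the ratios of low loci, gave 1862, 1789, 489, 572, 620, 199, 132, 41 and 46. Without a filter on low values, they were 4388, 4212, 1898, 1450, 1196, 591, 462, 267 and 205. With the highest exon, cecum against colon gave 1744, higher in the cecum alone 472, lower in the cecum alone 230 and lower in the colon alone 231. With the median exon, lower in the colon alone gave 201.

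Without the 10 loci with the most reads, Pearson's r of RPKM was 0.861 between duodenum and cecum, 0.796 between duodenum and colon and 0.933 between cecum and colon. With RPKM of at least 10 it was 0.81 between duodenum and cecum. In the same order of pairs, r of log2 RPKM was then 0.651, 0.63 and 0.928 and Spearman's rho 0.796, 0.784 and 0.932. A pseudocount of 1 gave r of log2 RPKM of 0.902, 0.894 and 0.971, as zeros lie nearer the other values.

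Among expression classes 9 of 45 rows changed by more than 1.5 times, and among log2 ratios of named genes 1 of 360 became weaker: the locus of XM_004017391.2, with 26 reads in the cecum and 1 in the colon, where the pseudocount of 1 gave 0.439 in place of 4.908. Ratios against 0 reads depend on the value set for 0. The alternative without exons that overlap another gene was not run because the files give no chromosomes, and Fig. 6 was not run because none of its genes has a name in the files.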

Differences from the paper's values

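The numbers of transcripts in each class differ from the paper's Table 2. Expressed transcripts numbered 79016 in the duodenum, 78523 in the cecum and 79450 in the colon, against the paper's 30612, 30397 and 31023. The high group held 316, 350 and 285 against the paper's 171, 180 and 161, and the moderate group 24083, 24884 and 24122 against the paper's 6810, 6863 and 6643. The low group held 29745, 30126 and 30535 against the paper's 11579, 11758 and 11889. None of the alternatives set before the files arrived (the highest exon, the median exon and RPKM of at least 0.1 for an expressed transcript) closed these gaps. The ultra-low group held 24872, 23163 and 24508 against the paper's 12052, 11596 and 12330. With the highest exon it held 16641, 15355 and 16540, and with RPKM of at least 0.1 it held 15774, 14646 and 15557, which are within 1.5 times the paper's numbers, while the median exon did not close the gap.

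The size of the FPKM was compared with the exon RPKM only for the transcripts of Supplementary Table 2 in the files, ST3GAL6 and CNN1. Of these 36 FPKM values, 9 differ. ST6GALNAC6 had 6.341 in the duodenum, 198.3 in the cecum and 300.1 in the colon, against the paper's 4.16, 98.29 and 142.02. ST3GAL6 had 5.115, 6.99 and 14.51 against the paper's 0.0, 0.0 and 4.21. The transcript of CNN1 (XR_001040199.1) had 151.4, 825.9 and 605.6 against the paper's 2.55, 17.65 and 11.21. The median exon, the highest exon, median-ratio rescaling and rescaling without the 10 loci with the most reads closed none of these gaps. Other transcripts of Supplementary Dataset 1 show gaps too, and these were not counted. In duodenum, cecum and colon, CALCOCO2 had 115.3, 110.8 and 158.8 against the paper's 0.43, 0 and 1.68. LOC101107597, the only transcript of its locus, had 263, 330.9 and 270.2 against 4.86, 1.31 and 4.07. Others lay close, such as LOC101114032 with 5.561, 1829 and 1653 against 4.99, 1972 and 1775.

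For LDHB the paper's qRT-PCR means are higher in the colon (18.44) than in the cecum (17.849), and the exon RPKM was higher in the cecum (478.1) than in the colon (419.1). For the transcripts of Supplementary Dataset 1 that are in the files, 29 of 212 directions between regions were opposite to those of the paper's FPKM, and 20 of these 29 were among the 160 ratios that the paper called different.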

Other observations

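TFF2 took 6.03% of the exon reads of the colon, and a candidate explanation for the low correlation of RPKM between the colon and the other regions is this single gene. Without TFF2, Pearson's r between duodenum and colon rose from 0.172 to 0.473 and between cecum and colon from 0.262 to 0.728. The prediction, written after the main values had been seen, asked for at least 0.5 between duodenum and colon, and less than 0.3 if TFF2 were not the reason, so 0.473 leaves it undecided. Without the 10 loci with the most reads r was 0.796. A few loci taking many of the colon reads might also shift the number of loci past the threshold between cecum and colon. Rescaling without the 10 loci gave 989 in place of 973. The prediction written beforehand looked only at this total, which a change of scale hardly alters because loci move from one direction to the other, so it does not exclude the explanation. By direction, the 477 loci higher in the cecum and 496 higher in the colon became 386 and 603, and the median log2 ratio of cecum over colon went from 0.092 to 0.0.

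Genes higher in the large intestine might come from more smooth muscle in its pools. Of 12 smooth muscle marker genes listed before the test, only CNN1 has a name in the files, with RPKM of 151.4 in the duodenum, 825.9 in the cecum and 605.6 in the colon, a log2 ratio of cecum over duodenum of 2.447. A single marker cannot decide, so the pattern cannot be told apart from a difference in smooth muscle. No marker of adipocytes or fibroblasts has a name in the files, and these tests were not run.

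The region labels of the files were compared with those of the paper's tables. Judged by the paper's FPKM of 24 transcripts of Supplementary Dataset 1 that are the only one of their locus, all 3 libraries were nearest to the paper's values of the same region. The paper's FPKM come from the same 3 libraries, so this comparison would not show a swap of labels before quantification. The paper's qRT-PCR means do not rest on the libraries, and 29 of 30 directions of 10 transcripts were those of the exon RPKM. For TFF2 the means are 44.473 in the duodenum, 45.577 in the cecum and 2393.759 in the colon. For these 10 transcripts, the qRT-PCR values argue against a swap among the sequenced libraries alone. A swap shared by the libraries and the qRT-PCR samples would not be seen and is not excluded. The mean absolute log2 difference was 0.903 for the duodenum (2.691 to the nearest other region), 1.539 for the cecum (1.716) and 1.441 for the colon (1.873). The prediction for this test was written after the files had been seen.

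In Supplementary Dataset 1 the sign of the Texel ratio was opposite to that of its own FPKM values in 1113 of 1113 rows for cecum and duodenum and in 1115 of 1115 for colon and duodenum, and in 0 of 1106 for cecum and colon. For the small-tailed Han sheep it was opposite in 0 of 1034, 0 of 1057 and 1 of 992 rows. Of the rows called different in both breeds, 99 of 663, 134 of 721 and 241 of 356 had the same label in both, and 564, 587 and 242 had the same direction by FPKM. Every Texel ratio against the duodenum had the sign opposite to its FPKM. The few shared labels in these comparisons are therefore no measure of disagreement between the breeds, and the directions by FPKM are the ones to compare. These values come from the paper's supplement, and why the signs are opposite was not tested.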
